# Cell-penetrating TLR inhibitor peptide alleviates ulcerative colitis by the functional modulation of macrophages

**DOI:** 10.3389/fimmu.2023.1165667

**Published:** 2023-05-05

**Authors:** Bikash Thapa, Seongwon Pak, Dohyeon Chung, Hye Kyoung Shin, Seong Ho Lee, Keunwook Lee

**Keywords:** toll-like receptors, cell-penetrating TLR inhibitor peptide, ulcerative colitis, macrophage, type 17 helper T cells

## Abstract

Toll-like receptors (TLRs) have a crucial role not only in triggering innate responses against microbes but in orchestrating an appropriate adaptive immunity. However, deregulated activation of TLR signaling leads to chronic inflammatory conditions such as inflammatory bowel disease (IBD). In this study, we evaluated the immunomodulatory potential of a TLR inhibitor in the form of a cell-penetrating peptide using an ulcerative colitis animal model. A peptide derived from the TIR domain of the TLR adaptor molecule TIRAP that was conjugated with a cell-penetrating sequence (cpTLR-i) suppressed the induction of pro-inflammatory cytokines such as TNF-α and IL-1β in macrophages. In DSS-induced colitis mice, cpTLR-i treatment ameliorated colitis symptoms, colonic tissue damage, and mucosal inflammation. Intriguingly, cpTLR-i attenuated the induction of TNF-α-expressing proinflammatory macrophages while promoting that of regulatory macrophages expressing arginase-1 and reduced type 17 helper T cell (Th17) responses in the inflamed colonic lamina propria. An *in vitro* study validated that cpTLR-i enhanced the differentiation of monocyte-driven macrophages into mature macrophages with a regulatory phenotype in a microbial TLR ligand-independent manner. Furthermore, the cocultivation of CD4 T cells with macrophages revealed that cpTLR-i suppressed the activation of Th17 cells through the functional modulation of macrophages. Taken together, our data show the immunomodulatory potential of the TLR inhibitor peptide and suggest cpTLR-i as a novel therapeutic candidate for the treatment of IBD.

## Introduction

The gastrointestinal barrier faces the challenge of co-existing with the microbial community. An agitated homoeostasis of the mucosal immunity with commensal microbes or by infection with pathogens is implicated in mucosal inflammation, leading to chronic conditions such as inflammatory bowel diseases (IBD) (1). Toll-like receptors (TLRs) as sensors of a microbe-associated molecular pattern are involved in the pathogenesis of IBD not only by maintaining the mucosal homeostasis but protecting against pathogen infection (2). Indeed, *Tlr4* ^-/-^ and *Myd88* ^-/-^ mice are less sensitive to DSS-induced colonic inflammation, which could be due to the diminished immune responses to microbiota (3). Similarly, depletion of MyD88 prevents spontaneous colitis caused by *Il10* deficiency and chronic inflammation in response to commensal microbes (4). In contrast, TLR9 deficient mice are more susceptible to DSS-induced colitis and administration of TLR9 agonist alleviates colitis, suggesting a protective role against intestinal barrier damage (5, 6). Consistently with studies obtained from experimental IBD models, aberrant expression and genetic variations in TLR genes are reported to be highly associated with the risk and pathogenesis of IBD such as Crohn’s disease and ulcerative colitis (7). In this context, targeting TLR signaling would be a potential strategy for the treatment of IBD.

TLRs share common adaptor molecules, enabling the intracellular Toll/IL-1 receptor (TIR) domain of the receptors to induce the activation and nuclear translocation of transcription factors such as NF-κB and interferon regulatory factors (8, 9). The dimerization of TLRs recruits cytosolic TIR domain-containing adaptor protein (TIRAP) or TIR-containing adaptor-inducing interferon β (TRIF)-related adaptor molecules (TRAM), leading to a subsequent interaction with MyD88 and TRIF, respectively (8). Thus, this complex formation with the intracellular domain of TLRs in a homologous manner with different TIR domain-containing adaptor molecules is critical for linking the TLRs and the outcome of the immune responses. In addition to blocking the binding of TLR ligands to the receptor, interfering with the interaction between TLRs and adaptor molecules has been shown to be beneficial to inflammatory conditions and autoimmune diseases (10). TAK-242 is a small molecule inhibitor of TLR4 that disrupts the interaction of the TIR domain with TIRAP and TRAM (11), and mitigates sepsis induced by endotoxins and polymicrobial peritonitis (12, 13). Moreover, TAK-242 treatment was shown to alleviate experimental autoimmune myositis by suppressing the induction of IFN-γ and IL-17A (14). Studies reported that peptides as a competitive inhibitor for the TLR4 adaptors ameliorated LPS-induced sepsis, collagen-induced arthritis and systemic lupus erythematosus in mouse models (15, 16). Of note, Jung et al. reported that specifically targeting TLR2 by a peptide derived from the trans-membrane domain was sufficient to reduce the severity of chemically induced colitis by the suppressing the proinflammatory activation of macrophages (17). These studies highlight the therapeutic potential of peptide inhibitors of TLR signaling in IBD.

Macrophages in the intestinal mucosa are essential for homeostatic functions such as clearance of cell debris and immune surveillance. Upon mucosal tissue damage or by pathogen infection, macrophages become activated into a proinflammatory phenotype, leading to inflammation and tissue damage (18). In addition to the conventional macrophage polarization paradigm, recent studies revealed the “monocyte-macrophage waterfall” in the gut lamina propria where there is a gradual differentiation process of macrophages (19). Circulating monocytes infiltrate into the intestinal mucosa and give rise to macrophages with a tolerogenic resident phenotype via macrophages with a high proinflammatory potential, which might be arrested during gut inflammation (19, 20). This model supports the idea of functional plasticity between classically activated macrophages (M1) and alternatively activated macrophages (M2), and the trans-differentiation of macrophages with the M1 phenotype to M2 cells might be critical for resolving intestinal inflammation. Furthermore, macrophages have a role in the regulation of T cells by presenting costimulatory ligands (*e.g.*, CD80/86 and PD-L1/2) and secreting immune modulators (*e.g.*, IL-1β, IL-12, IFN-β, and arginase) (21–24). Intestinal monocytes/macrophages derived from patients with IBD promote polarization of type 1 and type 17 helper T cells rather than inhibiting CD4 T cell proliferation as resident tolerogenic macrophages do (25, 26). Thus, targeting the functional activation and differentiation of macrophages offers an effective therapeutic intervention in mucosal inflammation.

In this study, we designed a synthetic peptide derived from the TIR domain of the TLR adaptor TIRAP conjugated with a cell-penetrating peptide that permits the intracellular delivery of hydrophilic cargo peptides (27, 28). The inhibition of TLR signaling by the cell-penetrating TLR antagonist peptide suppressed the proinflammatory activation of macrophages and ameliorated colitis in an ulcerative colitis model. Moreover, we provided mechanistic insight showing that the TLR inhibitor peptide impedes colonic inflammation by modulating the functional responses of macrophages and the induction of type 17 helper T cells.

## Results

### Cell-penetrating TLR inhibitor peptide suppresses the proinflammatory activities of macrophages

Upon infection or tissue damage, macrophages experience a wide range of extracellular stimuli that include TLR ligands and trigger inflammatory responses. For modulation of intracellular signaling downstream from TLRs, we designed a cell-penetrating peptide for which a conserved βC motif peptide of the TIR domain found in the TLR receptor adaptor TIRAP was conjugated with an 18-mer amphipathic model peptide, one of the cell-penetrating sequences as an efficient transport for different peptide cargoes (27, 28). After treating bone marrow-derived macrophages (BMDMs) with the cell-penetrating TLR inhibitor peptide (cpTLR-i), we observed intracellular translocation of the peptide in the presence of the cell-penetrating sequence (**Figure 1A**). Treatment with brefeldin A or rotenone did not impede the translocation of cpTLR-i into BMDMs, suggesting an endocytosis- and ATP-independent transduction of the peptide (**Supplementary Figure S1A**). The cell penetrating abilities of cpTLR-i into macrophages, B cells, T cells and colorectal cancer cell SW480 were comparable (**Supplementary Figure S1B**). cpTLR-i inhibited the induction of nitric oxide (NO) and the secretion of proinflammatory cytokines such as TNF-α from the BMDMs activated with LPS in a dose-dependent manner without affecting the cell viability (**Figures 1B–D**). However, control βC motif peptide lacking the cell-penetrating conjugate (TLR-i peptide) and the cell-penetrating peptide (CP peptide) alone did not inhibit LPS-induced production of NO and TNF-α (**Supplementary Figures S1C–E**). These results indicate that the anti-inflammatory potential of the TLR inhibitor depends on the cell-penetrating ability of the peptide.

**Figure 1:**
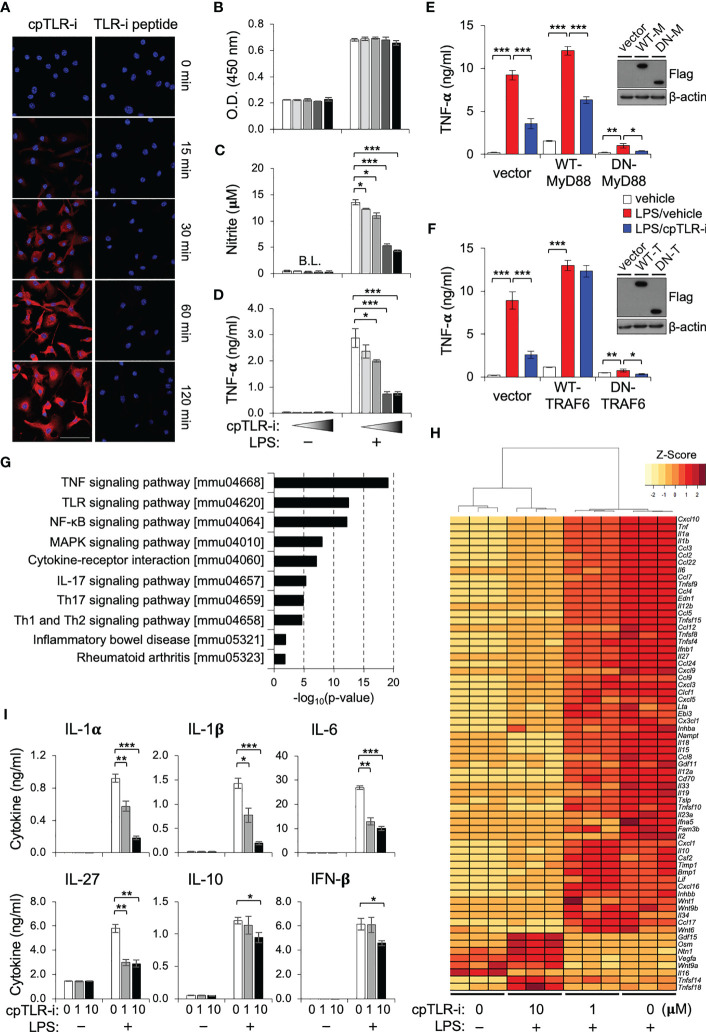
cpTLR-i suppresses the proinflammatory responses of macrophages. **(A)** BMDMs were incubated with 2 μM cpTLR-i or a control TLR-i peptide lacking the cell-penetrating sequence (TLR-i) for the indicated times. Shown are the representative confocal images stained with antibody against the TLR inhibitor peptide (red) and DAPI (blue). BMDMs pretreated with cpTLR-i (0, 0.08, 0.4, 2 and 10 μM) were cultured in the presence or absence of LPS. **(B, C)** Cell viability and NO production were determined 24 h after LPS activation. **(D)** Amounts of TNF-α in the culture supernatant were measured by cytokine beads array (CBA): *, p < 0.05; ** p < 0.01, *** p < 0.001. **(E, F)** RAW 264.7 cells were transfected with plasmids expressing wild-type (WT) or dominant negative (DN) forms of MyD88 and TRAF6, respectively. Transfected cells pretreated with 2 μM cpTLR-i were activated with LPS for 8 h and secretion of TNF-α was determined by CBA. Ectopic expression of the indicated proteins was confirmed by Western blotting. **(G, H)** BMDMs pretreated with cpTLR-i (1 and 10 μM) were activated with LPS for 2 h and the differentially expressed genes were analyzed by RNA sequencing. **(G)** Significantly enriched signaling pathways in cpTLR-i-treated samples in comparison to those activated with LPS alone were determined by the KEEG Pathway Analysis. **(H)** The heatmap for genes encoding cytokines, chemokines and immune modulators is shown with a hierarchical cluster analysis. **(I)** BMDMs pretreated with cpTLR-i (0, 1, 10 μM) were cultured in the presence or absence of LPS for 8 h and cytokine secretion was quantitated by CBA: n = 6.

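The RNA-seq experiment compared 4 groups of BMDMs, macrophages grown from mouse bone marrow for 7 days with 20 ng/ml M-CSF, with 3 libraries per group. The library kit is named TruSeq Standard mRNA in the paper and TruSeq Stranded mRNA in the sample labels. Control cells received neither peptide nor LPS, a bacterial ligand of TLR4. The sample labels give control a time of 0 h and the other groups 2 h. Comparisons with control therefore cannot separate the treatments from time or handling. The LPS group was activated with 200 ng/ml LPS for 2 h, and the other groups were given 1 μM or 10 μM cpTLR-i for 1 h before the same activation. Lyz2, the lysozyme of myeloid cells, was at 12012 ± 247 FPKM in control (mean ± SD, n = 3), 9829 ± 96.0 with LPS, 9981 ± 374 with LPS and 1 μM cpTLR-i, and 9626 ± 127 with LPS and 10 μM cpTLR-i. Of 27 macrophage identity genes, 3 were higher and 3 lower with 10 μM cpTLR-i than with LPS alone, and 0 higher and 1 lower with 1 μM (the same counts when adjusted over the list alone, and the 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold). Limma's camera did not call this list with 10 μM (adjusted p = 0.096) or 1 μM (adjusted p = 0.29) against LPS, but called it down after median-ratio scaling (0.00415 and 0.01). Against control, 2 were higher and 6 lower with 10 μM, and the list was called down (adjusted p = 0.0097, with 0.271 for an estimated correlation and 0.0691 after median-ratio scaling). The gene lower with 1 μM than with LPS was Irf8, a transcription factor of myeloid cells, at 54.4 ± 3.64 FPKM with LPS and 32.9 ± 1.61 with 1 μM.

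The authors mapped the reads to mm10 with HISAT2, assembled transcripts with StringTie, and deposited FPKM and TPM values of 23959 genes for all 12 libraries. FPKM divides the reads of a gene by its length and by the total of its library, so a shift in a few abundant genes changes the values of the others. Read totals were not used here. The most frequent product of FPKM and transcript length among genes with low values gives only a rough relative depth per library of 1.00 to 1.26. Genes with at least 0.5 FPKM in at least 3 libraries were tested, which left 12315. Group means of log2(FPKM + 0.25) were compared with limma in 1 fit over all 12 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold. Fold changes on this scale understate the change of genes with low FPKM. Across genes, Pearson's r between libraries was 0.995 to 0.997 within groups, 0.993 to 0.995 between LPS and LPS with 1 μM cpTLR-i, 0.925 to 0.930 between LPS and LPS with 10 μM cpTLR-i, and 0.871 to 0.874 between LPS and control. The paper and the sample labels do not say whether the 3 libraries of a group came from separate mice or cultures, so the p-values measure only the spread between these libraries, which may be technical.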

To elucidate the functional impact of cpTLR-i on macrophages, we performed an RNA-seq analysis using the BMDMs. 

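Against control, 2 h of LPS raised 1355 genes of the BMDMs and lowered 4405. The raised genes included Acod1, which makes the metabolite itaconate (2.20 ± 0.0917 FPKM in control, 976 ± 29.5 with LPS, SD, n = 3), and Socs3, an inhibitor of cytokine signaling (0.539 ± 0.0607 and 260.3 ± 16.9 FPKM). The lowered genes included the chemokine receptor gene Cxcr4, at 116 ± 3.24 FPKM in control and 2.44 ± 0.237 with LPS. With 10 μM cpTLR-i, 962 of the 1355 raised genes (71.0%) were lower than with LPS alone, and 2027 of the 4405 lowered genes (46.0%) were higher. Cxcr4 was then at 76.3 ± 2.73 FPKM, a log2 fold change of 4.84 (standard error 0.06, adjusted p = 1.5e-15) from limma. With 1 μM cpTLR-i, 69 of the 1355 raised genes were lower and 42 of the lowered genes higher. With the raised genes called anew, 107 of 2094 were lower after median-ratio scaling and 433 of 2209 with no fold minimum. The median LPS-raised gene kept 92.2% of its LPS response in FPKM with 1 μM cpTLR-i (quartiles 74.9% and 106%) and 16.3% with 10 μM (0.499% and 45.4%). These medians were 95.79% and 31.05% on the log2 scale, and 89.04% and 23.45% in FPKM over the genes raised after median-ratio scaling.

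Of 84 measured genes of TLR signaling, 36 were lower and 11 higher with 10 μM cpTLR-i than with LPS alone (limma's camera over the list, adjusted p = 7.8e-12, and adjusted p = 0.0968 with an estimated correlation). The T cell chemokine gene Ccl5 was at 1196 ± 53.6 FPKM with LPS and 14.2 ± 1.94 with 10 μM cpTLR-i. Myd88, which encodes the adaptor next to the receptor, fell from 70.5 ± 1.85 to 29.3 ± 1.77 FPKM, while Tirap, the gene of the adaptor from which the peptide was derived, was at 5.89 ± 0.120 and 4.25 ± 0.230 FPKM and did not pass the fold threshold. Of 73 genes of NF-κB signaling, 31 were lower and 8 higher (adjusted p = 7.9e-10, and adjusted p = 0.0649 with an estimated correlation). Among them, the costimulatory receptor gene Cd40 fell from 279.5 ± 6.26 to 8.88 ± 0.581 FPKM, and Nfkb1, which encodes an NF-κB subunit, from 130.2 ± 2.52 to 58.9 ± 1.49. Of 153 genes of MAPK signaling, 28 were lower and 37 higher, with no call for the list from limma's camera (adjusted p = 0.29), while the share of lower genes exceeded that of all genes (one-sided Fisher's exact test, adjusted p = 0.0017) and that of higher genes did not (adjusted p = 1). Its median log2 fold change was 0.19 and its mean 0.13, while camera's statistic against all other genes pointed down. The MAPK genes that rose included Dusp10, a phosphatase of MAP kinases (0.179 ± 0.00721 to 4.79 ± 0.269 FPKM), and Fos, a subunit of AP-1 (4.56 ± 0.211 to 55.4 ± 5.67 FPKM). Of 92 genes of TNF signaling, 44 were lower and 12 higher (adjusted p = 1.5e-14, and adjusted p = 0.0208 with an estimated correlation), and Tnf fell from 939.6 ± 7.77 to 277 ± 27.1 FPKM.

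With 1 μM cpTLR-i, 7 genes of the TLR list were lower and 1 higher (adjusted p = 4.0e-06, and adjusted p = 0.296 with an estimated correlation). The gene that was higher was Fos. The NF-κB list held 1 lower gene, Il1b, and 0 higher (adjusted p = 0.0044, and adjusted p = 0.296 with an estimated correlation, or 0.0553 with no filter on low values), and Fisher's test did not call its share of lower genes. The MAPK list had 2 lower genes, Il1a and Il1b, and 4 higher (adjusted p = 0.8, and adjusted p = 0.027 from Fisher's test on the share of called genes). The higher ones were Fos, the growth factor gene Hbegf, the nuclear receptor gene Nr4a1, and the phosphatase gene Dusp4, which is named here after its values were seen. The TNF list had 7 lower genes and 2 higher, Fos and Cebpb (adjusted p = 2.2e-05, and adjusted p = 0.142 with an estimated correlation). These lists were written from general knowledge of each pathway, and all their counts were the same when adjusted over the list alone. Each of the 4 lists holds at least 1 gene that the paper names from these samples, such as Il1b, so the direction of those genes is not independent evidence. The count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold.

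Among genes with a mean of at least 2 FPKM in a compared group, the 8 largest rises with 10 μM cpTLR-i against LPS were in Cxcr4, Cd300lb, Irf2bp2, Rhov, Gdf15, Lhfpl2, Plk3 and Arhgap25, and the 8 largest falls in Il12b, Il6, Il27, Cxcl10, Ifit1, Tnfsf15, Rnd1 and Oasl1. With 1 μM the 8 largest rises were in Fosb, Klf2, Gdf15, Fos, Klf4, Cebpb, Bhlhe40 and Cxcr4, and the 8 largest falls in Evi2b, Phf11c, Rsc1a1, Cxcl9, Ccl12, Lhx2, Lipg and Il6. Rsc1a1 was not called without any single LPS library or without 1 μM replicate 1 or 2 (log2 fold change -1.50 to -2.10), with a replicate block, with only the 2 groups compared or with no filter on low values (-2.05 in each), and Cebpb was not called without LPS replicate 2 (0.88) or without 1 μM replicate 2 (0.97) or 3 (0.63), or with no filter on low values.

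Over all 12315 genes, 61 were higher and 77 lower with 1 μM cpTLR-i than with LPS alone, and 2649 were higher and 1163 lower with 10 μM. With 1 μM these counts were 17 and 52 with a pseudocount of 1, 91 and 84 with a pseudocount of 0.1, and 1803 and 537 with no fold minimum, so the direction with more genes depends on the setting. With 10 μM they were 1824 and 997, 2860 and 1206, and 6917 and 2174. Of the 240 genes tested on the TLR, NF-κB and MAPK lists, 117 (48.8%) changed with 10 μM, against 31.0% of all genes tested, and 12 (5%) with 1 μM, against 1.12%. The split of higher and lower genes depends on the scaling, since the median log2 fold change of all genes was -0.39 between LPS and control and 0.22 between 10 μM cpTLR-i and LPS. Scaling each library by its median ratio gave 2094 higher and 2284 lower genes with LPS, 44 and 114 with 1 μM, and 1618 and 1532 with 10 μM, and no gene was called in the opposite direction. Quantile normalization gave 1805 and 2408, 37 and 93, and 1640 and 1432. Of 10 neutrophil marker genes, 3 were higher with 10 μM cpTLR-i than with LPS alone (adjusted p = 0.97), namely Elane, Prtn3 and Mpo, with Mpo at 0.423 ± 0.0228 and 1.05 ± 0.0515 FPKM.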

Pathway analysis revealed that most genes affected by cpTLR-i were related to inflammatory signaling downstream from TLRs including the NF-κB and MAPK pathways, which implies a competition of cpTLR-i with proximal adaptor molecules (*e.g.*, TIRAP and MyD88) to TLR receptors (**Figure 1G**). As expected (29, 30), ectopic expression of TRAF6, a signaling adaptor downstream from MyD88 restored LPS-induced TNF-α production in the presence of cpTLR-i, whereas that of the proximal adaptor MyD88 did not (**Figures 1E, F**). Of note, the effect of cpTLR-i was significantly related to type 17 immune responses and implicated in inflammatory bowel disease (IBD). 

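With 10 μM cpTLR-i, 22 of 59 measured genes of IL-17 signaling were lower than with LPS alone and 10 were higher (limma's camera over the list, adjusted p = 1.9e-06, and adjusted p = 0.0968 with an estimated correlation). The lower genes included the monocyte chemokine gene Ccl12, which fell from 54.6 ± 5.99 to 1.96 ± 0.175 FPKM (SD, n = 3), and Ptgs2, which encodes cyclooxygenase-2 and fell from 89.2 ± 4.26 to 7.18 ± 1.61 FPKM. The higher genes included Fosb, an AP-1 subunit (0.326 ± 0.0855 to 7.02 ± 2.24 FPKM), and Cebpb, a transcription factor of myeloid cells (20.1 ± 1.90 to 78.2 ± 13.9 FPKM). Of 61 genes of Th17 cell differentiation, 17 were lower and 12 higher (adjusted p = 3.9e-04, and adjusted p = 0.325 with an estimated correlation). Stat3, a transcription factor that Th17 differentiation requires, was at 23.6 ± 1.10 FPKM with LPS and 19.7 ± 1.29 with 10 μM (log2 fold change -0.25). Of 36 genes tied to IBD, 14 were lower and 5 higher (adjusted p = 5.1e-07, and adjusted p = 0.0687 with an estimated correlation). Nod2, a sensor of bacterial peptidoglycan with variants linked to Crohn's disease, fell from 21.3 ± 0.364 to 3.86 ± 0.229 FPKM.

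With 1 μM cpTLR-i, 6 genes of the IL-17 list were lower and 4 higher, and the list as a whole did not pass the test (adjusted p = 0.061, and adjusted p = 0.462 with an estimated correlation). Its shares of lower genes (10.17%) and of higher genes (6.78%) exceeded those of all genes (one-sided Fisher's exact test, adjusted p = 1.4e-05 and 0.002). With camera it passed at 0.0281 to 0.0499 under 4 other settings, and at 0.0419, 0.0461, 0.0449 and 0.0443 without LPS replicate 1, 1 μM replicate 1, 1 μM replicate 3 or 10 μM replicate 3. Its median log2 fold change was 0.04 and its mean 0.03, while camera's statistic pointed down. The 4 higher genes were Fosb, Fos, Cebpb and Fosl1, all of them transcription factors, and Fosl1 is named here after its values were seen. Cebpb varied between its libraries with 1 μM (42.1 ± 18.8 FPKM), and it was not called without LPS replicate 2 (0.88), without 1 μM replicate 2 (0.97) or 3 (0.63), or with no filter on low values. The Th17 list had 4 lower genes, Il6, Il23a, Il27 and Il1b, and 2 higher, Fos and Rara, the last named after its values were seen (adjusted p = 0.38, with a median of 0.03 and a mean of 0.02 where camera's statistic pointed down, and adjusted p = 0.0032 from Fisher's test on the share of lower genes). The IBD list had 5 lower genes, all named by the paper, and 0 higher genes (adjusted p = 3.9e-04, and adjusted p = 0.161 with an estimated correlation). The median LPS-raised gene kept 89.5% of its LPS response on the IL-17 list, 95.4% on the Th17 list and 69.1% on the IBD list with 1 μM. With 10 μM these shares were 28.7%, 8.01% and 1.71%. The counts of all 3 lists were the same when adjusted over the list alone, and the count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold. The lists hold the 10 genes that the paper names for these pathways from these samples, so their direction is not independent evidence.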

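Of 78 measured genes of cytokines, chemokines and other secreted immune modulators, LPS raised 51 and lowered 9. With 10 μM cpTLR-i, 46 of the 78 were lower than with LPS alone and 9 were higher (limma's camera over the list, adjusted p = 4.6e-14, and adjusted p = 0.0208 with an estimated correlation). With 1 μM, 17 were lower and 2 higher (adjusted p = 4.4e-10, and adjusted p = 0.111 with an estimated correlation), and the counts were the same when adjusted over the list alone. Tnfsf15, a TNF family cytokine gene, fell from 55.6 ± 2.92 FPKM with LPS to 0.296 ± 0.0559 with 10 μM (SD, n = 3). Cxcl9, whose protein attracts activated T cells, showed the largest fall of the list with 1 μM, from 16.4 ± 1.49 to 5.77 ± 0.622 FPKM, a log2 fold change of -1.47 (standard error 0.11, adjusted p = 1.1e-05) from limma. The chemokine genes Ccl3 and Ccl4 were at 1976 ± 46.5 and 2339 ± 35.6 FPKM with LPS and at 373 ± 41.4 and 167 ± 16.8 with 10 μM. Cxcl2, a neutrophil chemokine gene, was at 207 ± 2.78 FPKM with LPS, 245 ± 32.0 with 1 μM and 227 ± 49.6 with 10 μM, and did not pass the test at either dose. Cxcl2 was picked after its values were seen. The 2 genes that were higher with 1 μM were Gdf15 and Hbegf, an EGF family growth factor gene at 0.851 ± 0.112 FPKM with LPS, 1.48 ± 0.216 with 1 μM and 5.16 ± 0.301 with 10 μM. The list holds the 10 genes named for IL-17 signaling, Th17 differentiation and IBD and also Osm, Gdf15 and Vegfa, all named by the paper from these samples, so their direction is not independent evidence. The median LPS-raised gene of the list kept 75% of its LPS response with 1 μM and 4.56% with 10 μM.

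Of 66 gene names read from Fig. 1H, 51 could be tested and 15 were too low. LPS raised 46 of the 51 and lowered 4. With 1 μM cpTLR-i, 16 were lower than with LPS alone and 1, Gdf15, was higher. With 10 μM, 45 were lower and 5 higher, and 16 were lower at both steps from LPS to 1 μM and from 1 μM to 10 μM. The paper drew the genes of the heat map from these samples, so these counts are not independent evidence of their direction.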

The transcriptome of BMDMs displayed marked changes in genes encoding proinflammatory cytokines and chemokines by the cpTLR-i treatment as shown by the heat map in **Figure 1H**. Specifically, LPS induction of genes involved in IL-17 signaling (*Ccl2, Cxcl10, ll1b, IL6* and *Csf2*), Th17 cell differentiation (*Il1b, Il27, Il6* and *Il23a*), and IBD (*IL1a, Il1b, Il12b, IL6* and *Il18*) was restrained in a dose-dependent manner (**Figure 1H**, **Supplementary Figure S1F**). On the other hand, treatment with a higher concentration of cpTLR-i (10 μM) upregulated the expression of growth factors (*Osm*, *Gdf15* and *Vegfa*) that are associated with the functional responses of the alternatively activated macrophages (31–33). 

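All 10 of these genes were higher with LPS than in control, 8 of them were lower with 1 μM cpTLR-i than with LPS alone, and all 10 were lower with 10 μM than with LPS alone and than with 1 μM. The 8 genes kept 52.7% to 65.1% of their LPS level in FPKM with 1 μM and 0.099% to 12.7% with 10 μM. Il1b, the gene of IL-1β (gene ID 16176, chromosome 2 from 129364569 to 129371164 of mm10), rose from 0.298 ± 0.128 FPKM in control to 927 ± 10.8 with LPS (SD, n = 3), a log2 fold change of 10.75 (standard error 0.14, adjusted p = 6.7e-16) from limma. It was at 582 ± 54.3 FPKM with 1 μM cpTLR-i, a log2 fold change against LPS of -0.68 (standard error 0.14, adjusted p = 0.0066). With 10 μM it was at 15.2 ± 2.15 FPKM, or -5.92 (standard error 0.14, adjusted p = 5.7e-13).

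The chemokine genes Ccl2 (ID 20296, chromosome 11 from 82035577 to 82037452) and Cxcl10 (ID 15945, chromosome 5 from 92346638 to 92348889) attract monocytes and T cells through their proteins. Ccl2 was at 18.0 ± 0.806 FPKM in control, 1289 ± 12.9 with LPS, 782 ± 55.9 with 1 μM and 163 ± 18.6 with 10 μM. Cxcl10 was at 1.11 ± 0.0980, 2568 ± 87.0, 1671 ± 34.6 and 22.2 ± 3.44 FPKM in the same order. The log2 fold changes against LPS were -0.72 and -2.99 for Ccl2 at the lower and the higher dose, and -0.62 and -6.85 for Cxcl10. Cxcl10 with 1 μM was not called under quantile normalization, at -0.55.

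Il6 (ID 16193, chromosome 5 from 30013114 to 30019975) was listed at 0 in all 3 control libraries, so no fold with LPS is given. It was at 59.3 ± 2.51 FPKM with LPS and 31.2 ± 3.58 with 1 μM, and the libraries with 10 μM were at 0.0742, 0.103 and 0 FPKM. Il1a (ID 16175, chromosome 2 from 129299609 to 129310186) was at 267 ± 5.69 FPKM with LPS, 166 ± 15.5 with 1 μM and 5.25 ± 0.758 with 10 μM. Il12b, the gene of the subunit shared by IL-12 and IL-23 (ID 16160, chromosome 11 from 44400063 to 44414677), was at 298 ± 9.21, 187 ± 14.2 and 0.441 ± 0.0850 FPKM, and its log2 fold change with 10 μM of -8.76 (standard error 0.10, adjusted p = 1.5e-15) was the lowest of all genes tested at 2 FPKM or more. Il23a, the gene of the other IL-23 subunit (ID 83430, chromosome 10 from 128296140 to 128298084), was at 3.30 ± 0.506 FPKM with LPS and 1.75 ± 0.311 with 1 μM, and the libraries with 10 μM were at 0.0903, 0 and 0.0176 FPKM. Il27 (ID 246779, chromosome 7 from 126589009 to 126595035) was at 181 ± 3.52, 113 ± 6.22 and 1.2 ± 0.048 FPKM with LPS alone, 1 μM and 10 μM.

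Csf2, the gene of GM-CSF (ID 12981, chromosome 11 from 54247270 to 54249899), was listed at 0 in all control libraries, and was at 2.69 ± 0.681 FPKM with LPS, 3.60 ± 0.383 with 1 μM and 0.209 ± 0.0481 with 10 μM. Its log2 fold change against LPS was 0.41 (standard error 0.15, adjusted p = 0.079) with 1 μM and -2.66 (standard error 0.15, adjusted p = 3.6e-09) with 10 μM. Il18 (ID 16173, chromosome 9 from 50554700 to 50581841) was at 5.82 ± 0.265 FPKM in control, 10.3 ± 0.641 with LPS, 8.66 ± 0.274 with 1 μM and 3.81 ± 0.350 with 10 μM. Its log2 fold change was -0.24 (standard error 0.07, adjusted p = 0.025) with 1 μM, under the fold threshold, and -1.37 (standard error 0.07, adjusted p = 5.7e-10) with 10 μM. From its pathway results the paper proposes that cpTLR-i competes with adaptors close to the TLRs. It also reports that added TRAF6, but not added MyD88, restored TNF-α production after LPS despite the peptide. From its transcriptomic analyses it went on to test the peptide in a colitis model associated with Th17 cells.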

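Osm, Gdf15 and Vegfa were each lower with LPS than in control and higher with LPS and 10 μM cpTLR-i than with LPS alone. Osm encodes the cytokine oncostatin M (gene ID 18413, chromosome 11 from 4236785 to 4241026 of mm10). It was at 3.93 ± 0.0980 FPKM in control (SD, n = 3), 2.14 ± 0.124 with LPS, 2.86 ± 0.339 with 1 μM cpTLR-i and 13.2 ± 1.17 with 10 μM. Against LPS alone, the log2 fold change with 10 μM was 2.48 (standard error 0.08, adjusted p = 1.5e-11) from limma. Gdf15 encodes a TGF-β family cytokine that is also induced by cell stress (ID 23886, chromosome 8 from 70629393 to 70632470). It was at 27.8 ± 0.720, 9.2 ± 0.82, 22.5 ± 4.11 and 169 ± 27.7 FPKM in the same groups. Its log2 fold change against LPS was 1.26 (standard error 0.12, adjusted p = 5.8e-05) with 1 μM and 4.16 (standard error 0.12, adjusted p = 4.4e-12) with 10 μM. Vegfa encodes an angiogenic growth factor (ID 22339, chromosome 17 from 46016993 to 46032377) and was at 12.2 ± 0.297, 1.78 ± 0.0957, 1.66 ± 0.130 and 18.4 ± 1.29 FPKM, with a log2 fold change against LPS of 3.20 (standard error 0.06, adjusted p = 1.1e-13) with 10 μM.

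With 1 μM, neither Osm (log2 fold change 0.38) nor Vegfa (-0.09) passed the fold threshold. Against control, Osm (log2 fold change 1.68, standard error 0.08 and adjusted p = 1.5e-09) and Gdf15 (2.59, standard error 0.12 and adjusted p = 1.0e-09) were also higher with 10 μM. Vegfa (log2 fold change 0.58, standard error 0.06 and adjusted p = 3.8e-06) lay at the fold threshold. It passed the threshold with values of 0.59 to 0.76 under 4 other settings of the unit, the pseudocount or the scaling, and without control replicate 3 (0.60), 10 μM replicate 1 (0.60) or 10 μM replicate 3 (0.62). The fall of Osm with LPS (log2 fold change -0.81) was not called after median-ratio scaling, at -0.42, or quantile normalization, at -0.30.

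**Figure D1:**
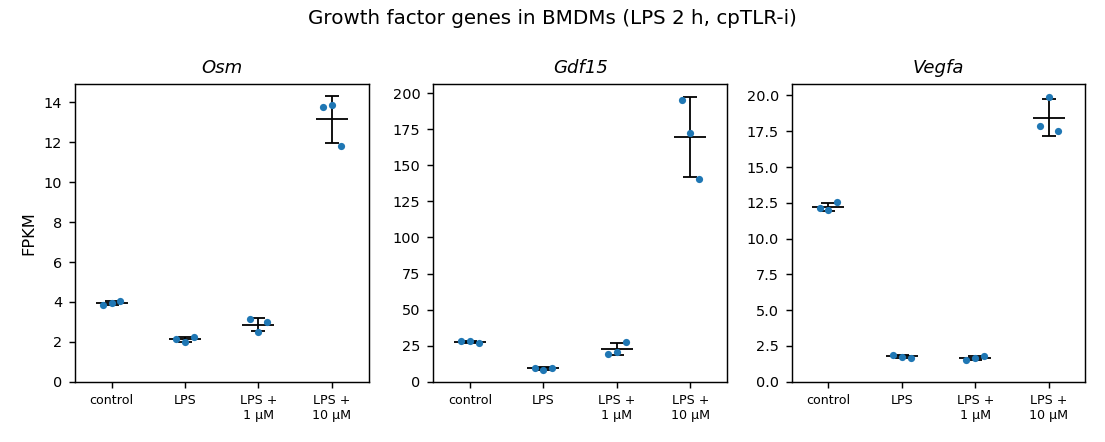
Expression of Osm, Gdf15 and Vegfa in the 4 groups of BMDMs. The vertical axis is FPKM on a linear scale that starts at 0, each point is 1 library, and the horizontal bar and error bars are the mean and SD of 3 libraries. In every panel the libraries with 10 μM cpTLR-i lie above all other libraries.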

We also validated that cpTLR-i suppressed the LPS-induced secretion of Th17-promoting cytokines including IL-1α, IL-1β, and IL-6 at the protein level (**Figure 1I**). LPS induction of IL-10 and IFN-β was not affected by 1 μM cpTLR-i but was attenuated with a higher concentration (10 μM) (**Figure 1I**). Based on these transcriptomic analyses, we next investigated the therapeutic potential of cpTLR-i using an animal model associated with Th17-mediated gut inflammation (34).

### cpTLR-i ameliorates colitis and the colonic mucosal inflammation induced by DSS

The potential of cpTLR-i to inhibit intracellular TLR signaling in gut inflammation was determined in mice given DSS in drinking water. Mice were injected with cpTLR-i or control peptides along with DSS administration shown in **Figure 2A**. Treatment with the control TLR-i peptide lacking the cell-penetrating conjugate or the CP peptide alone did not affect the colitis symptoms, which include body weight loss, diarrhea, rectal bleeding, and reduced colon length (**Supplementary Figure S2**). In contrast, cpTLR-i treatment ameliorated colitis shown by significant decreases in the body weight loss, disease activities and colon length shortening caused by the DSS administration (**Figures 2B–D**). We also observed reduced amounts of fecal inflammatory factors such as lipocalin-2 and calprotectin in the feces of mice treated with cpTLR-i (**Figure 2E**). Histological analysis of the colonic tissues revealed that cpTLR-i mitigated not only epithelial architectural damages but also the infiltration of inflammatory cells within the colonic mucosa (**Figure 2F**). Loss of goblet cells, specialized epithelial cells that secret mucins, is a hallmark of ulcerative colitis, and IL-18 is important for the breakdown of the mucosal barrier integrity (35). Consistently with the reduced expression of *Il18* observed in the transcriptome analysis (**Figure 1H**), we found a profound diminution in the loss of goblet cells in the colon of mice treated with cpTLR-i in relation to decreased secretion of IL-18 from the colonic tissue explants (**Figures 2G–I**). These data suggest a therapeutic potential of cpTLR-i in the management of colitis.

**Figure 2:**
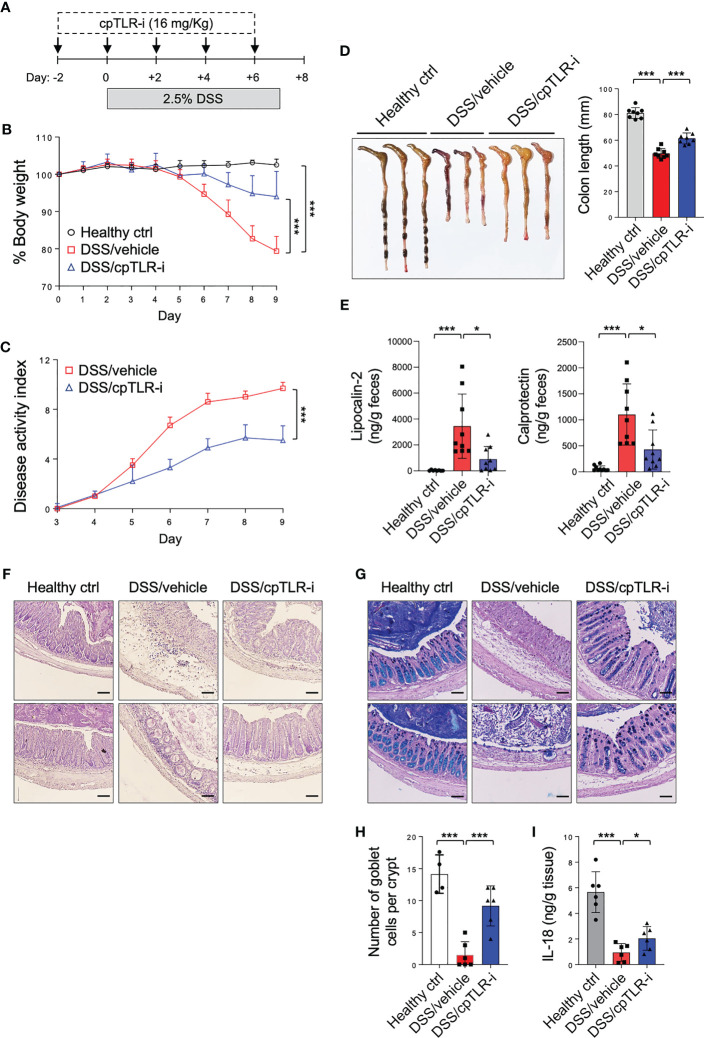
cpTLR-i alleviates DSS-induced colitis. **(A)** Experimental scheme of DSS administration with cpTLR-i treatment is shown. **(B)** Body weight was measured daily and represented as a mean percentage of body weight. **(C)** Disease activity index was scored as describe in “Material’s and Methods”. Results are the representative of three independent experiments obtained from 10 mice per group. P values among different groups were analyzed by 2-way ANOVA with Bonferroni correction: ***, p < 0.001. **(D)** The colons were isolated from the mice at day 9 and their lengths were measured. **(E)** Levels of lipocalin-2 and calprotectin in the feces at day 5 were quantitated by ELISA. **(F, G)** Shown are the representative histology images of the distal colons tissues stained with H&E **(F)** and PAS-Alcian Blue **(G)**. **(H)** Number of goblet cells per crypt in the distal colons. **(I)** The distal colon explants were cultured and ELISA was performed with the culture supernatants. Amount of IL-18 was normalized to the weight of each colon piece. *p < 0.05.

The anti-inflammatory effect of cpTLR-i was further validated by examining the cytokine profiles secreted from the distal colon tissue explants (**Figure 3**). Proinflammatory cytokines associated with Th17 responses (IL-1β, IL-6, IL-17, IL-23, and GM-CSF) and those of Th1 responses (IL-12, IFN-γ and TNF-α) were highly upregulated in mice given DSS. Importantly, cpTLR-i treatment resulted in a significant decrease in the induction of IL-1β in the inflamed colonic tissues, while only affecting marginally other Th17-related factors that include IL-6 and IL-17A. Secretion of Th1 cytokines such as IFN-γ and IL-12 from the colon explants was not decreased by the cpTLR-i treatment (**Figure 3**). In parallel to the attenuated inflammation observed in the histological analysis, the anti-inflammatory cytokine IL-10 was produced less in the colon explants of mice treated with cpTLR-i. Collectively, these results underline the potential of cpTLR-i to abrogate the intracellular TLR signaling pathways in protection against colonic inflammation and mucosal tissue damage in colitis.

**Figure 3:**
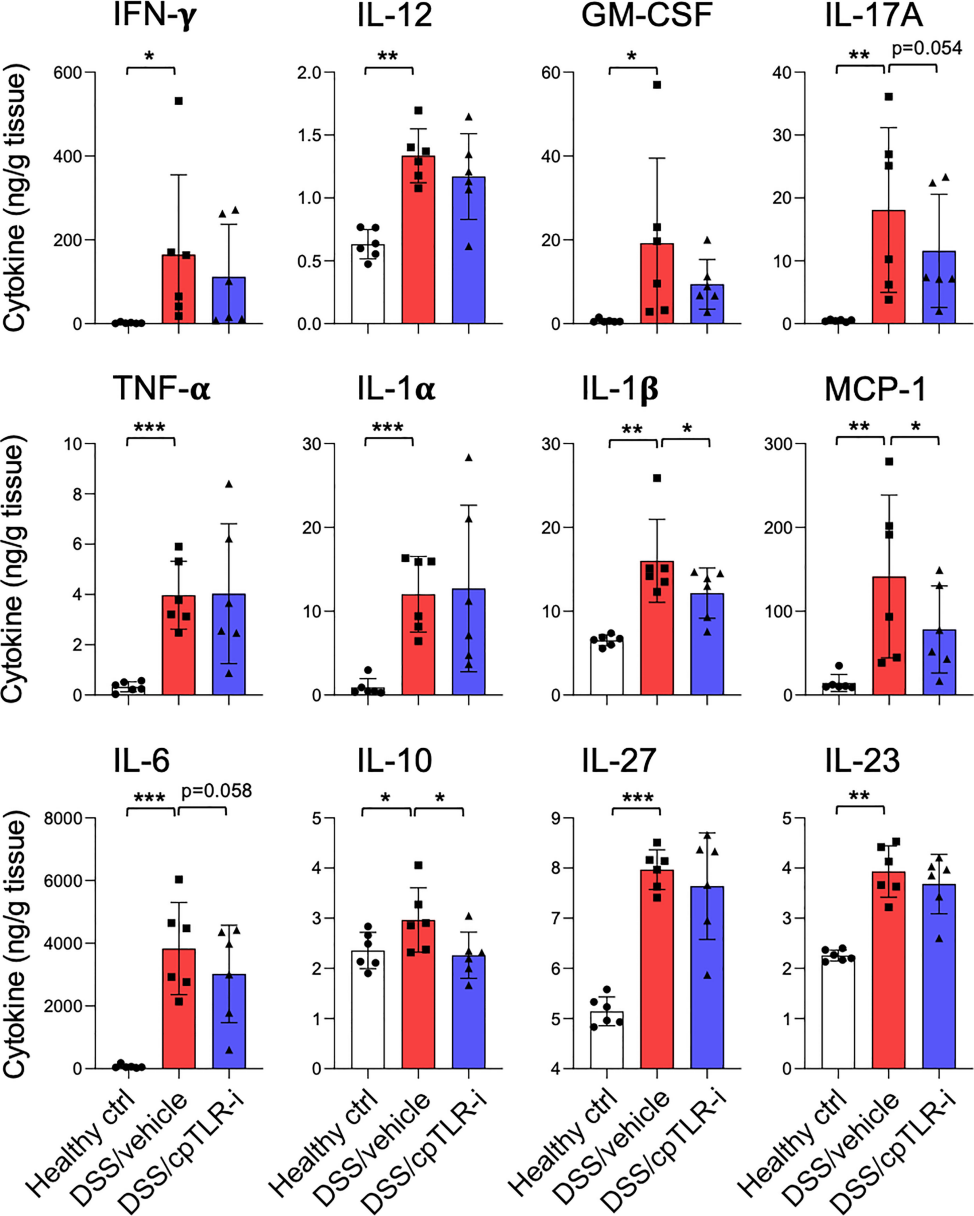
Effect of cpTLR-i on the secretion of inflammatory cytokines from the *ex vivo* colon explants. The colons were isolated from the colitogenic mice as in **Figure 2** and pieces of the distal colons were plated in a 24-well plate. 24 h after the *ex vivo* colon explants culture, CBA were performed with the culture supernatants. Amount of each cytokine was normalized to the weight of each colon piece: n = 6. *p < 0.05; **p < 0.01; ***p < 0.001.

### cpTLR-i attenuates activation of type 17 helper T cells and modulates inflammatory responses of macrophages in the inflamed colon

To determine the effect of cpTLR-i on the infiltration and functional responses of immune cell populations in the inflamed colonic mucosa, we isolated cells from the colonic lamina propria and analyzed them by flow cytometry. As expected (34), we observed a profound induction of IL-17-producing type 17 T (Th17) cells and IFN-γ-expressing type 1 T (Th1) cells in the inflamed colonic tissue, and increased infiltration of CD4^+^ T cells (**Figures 4A, B**; **Supplementary Figure S3**). cpTLR-i treatment resulted in a significant reduction in IL-17^+^ Th17 cells within the colonic mucosa as shown in **Figure 4B**. On the other hand, IFN-γ^+^ Th1 cells in the inflamed colonic mucosa were not decreased by cpTLR-i. γδ T cells, one of the most abundant immune populations in the mucosal epithelium, are important for maintenance of the intestinal barrier integrity through the production of IL-17 (36, 37). DSS treatment resulted in decreased prevalence of IL-17^+^ γδ T cells in the colonic lamina propria, which was not affected by cpTLR-i (**Figure 4C**). The percentage of FoxP3^+^ regulatory T cells (Treg), a CD4 T cell subset essential for resolving inflammation, was elevated by DSS and decreased by cpTLR-i treatment (**Figure 4D**). These *in vivo* data support the transcriptomic analysis, indicating a suppressive effect of cpTLR-i on Th17-mediated inflammatory responses. Th17 cells and IL-17 mediate inflammatory responses within the inflamed mucosa leading to the recruitment of immune populations, especially neutrophils, and the production of fecal inflammation mediators such as calprotectin and lipocalin-2 (38, 39). Along with the attenuated Th17 cell activation and decreased fecal inflammation shown in **Figure 2E**, cpTLR-i significantly attenuated the infiltration of CD11b^+^ Ly6G^+^ neutrophils in the colonic tissues (**Figure 4E**; **Supplementary Figure S3**).

**Figure 4:**
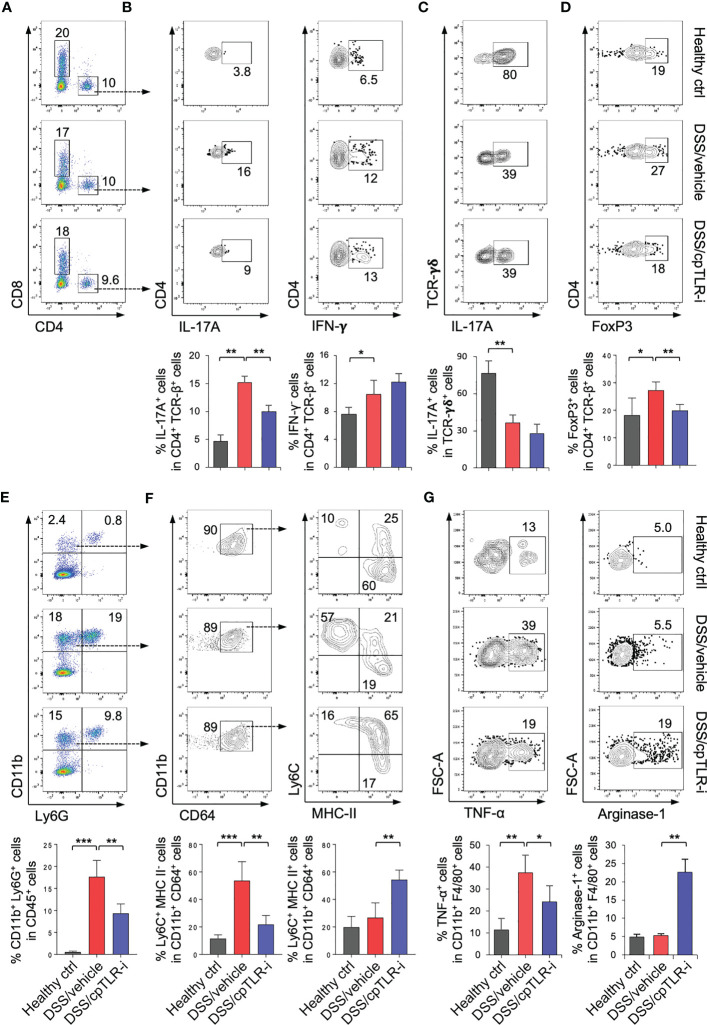
cpTLR-i attenuates Th17 cell responses and modulates macrophages in the inflamed colon. Lamina propria cells in the colonic tissues were isolated from the colitogenic mice and analyzed by flow cytometry. **(A)** Representative FACS profiles with prevalence of CD4^+^ and CD8^+^ T cells are shown in the viable CD45^+^ cell gate. **(B)** Expression of IL-17A and IFN-γ in CD4 T cells were measured by intracellular cytokine staining. Percentages of CD4 T cells expressing IL-17A and IFN-γ are illustrated as bar graphs below the FACS plots: n = 5. **(C)** IL-17A^+^ γδ T cells was analyzed in the CD45^+^ CD3ϵ ^+^ TCRγδ^+^ cell gate. **(D)** Expression of FoxP3 in the viable CD4 T cell gates and prevalence of FoxP3^+^ regulatory T cells were determined by FACS. **(E)** Representative FACS profiles of CD11b and Ly6G in the viable CD45^+^ cell gate and percentage of CD11b^+^ Ly6G^+^ granulocytes are shown. **(F)** CD11b^+^ Ly6G^-^ CD64^+^ cells were further analyzed into subpopulations based on expression Ly6C and MHC-II, namely Ly6C^+^ MHC-II^-^, Ly6C^+^ MHC-II^+^ and Ly6C^-^ MHC-II^+^ cells. Prevalence of subpopulations of CD11b^+^ Ly6G^-^ CD64^+^ monocytes/macrophages are illustrated as bar graphs. **(G)** Expression of TNF-α and Arginase-1 in the CD11b^+^ Ly6G^-^ CD64^+^ cells were determined by intracellular staining: n = 5. *p < 0.05; **p < 0.01; ***p < 0.001.

Macrophages are abundant immune populations in the colonic mucosa, and monocytes become rapidly recruited in the inflamed colon and repopulated into functionally distinct macrophages in response to the environmental milieu (19, 20). While the majority of Ly6G^-^ CD11b^+^ CD64^+^ populations were Ly6C^-^ MHC-II^+^ macrophages at steady-state, Ly6C^+^ MHC-II^-^ monocytes were substantially increased in the colonic lama propria of mice given DSS (**Figures 4E, F**). Intriguingly, cpTLR-i treatment resulted in a significant reduction in the prevalence of Ly6C^+^ MHC-II^-^ monocytes but an increase in that of Ly6C^hi^ MHC-II^hi^ macrophages, although it did not suppress the infiltration of monocytes/macrophages into the colonic mucosa (**Figure 4F**). This result implies that that cpTLR-i likely regulates the repopulation of macrophages derived from circulating monocytes. Moreover, cpTLR-i attenuated the induction of TNF-α^+^ macrophages whereas enhanced that of Arginase-1^+^ cells (**Figure 4G**), revealing an immunomodulatory potential of cpTLR-i in the functional polarization of macrophages. Therefore, differentiation and/or induction of functionally distinct macrophages could be regulated by selective inhibition of TLR signaling, which contributes to alleviating colitis.

To further elucidate the impact of cpTLR-i on macrophages during colonic inflammation, we used liposomal clodronate to deplete macrophages (40) (**Figure 5A**). Upon DSS administration, CD11b^+^ CD64^+^ monocyte/macrophage populations were increased in in the colonic lamina propria, which was markedly reduced in mice treated with liposomal clodronate (**Figure 5B**). Consistently with other studies (40–42), macrophage depletion resulted in improved colitis symptoms as shown by decrease in body weight loss, disease activities and colon length shortening (**Figures 5C–E**). Macrophage depletion also led to reduced production of lipocalin-2 and calprotectin in the feces and attenuated induction of Th17 cells in the colonic lamina propria (**Figures 5F, G**). Intriguingly, cpTLR-i did not have a beneficial effect on colitis in mice treated with liposomal clodronate (**Figures 5C–G**). These results indicate an important role of macrophages in triggering colonic inflammation and imply that the therapeutic potential of cpTLR-i depends largely on proinflammatory activities of macrophages.

**Figure 5:**
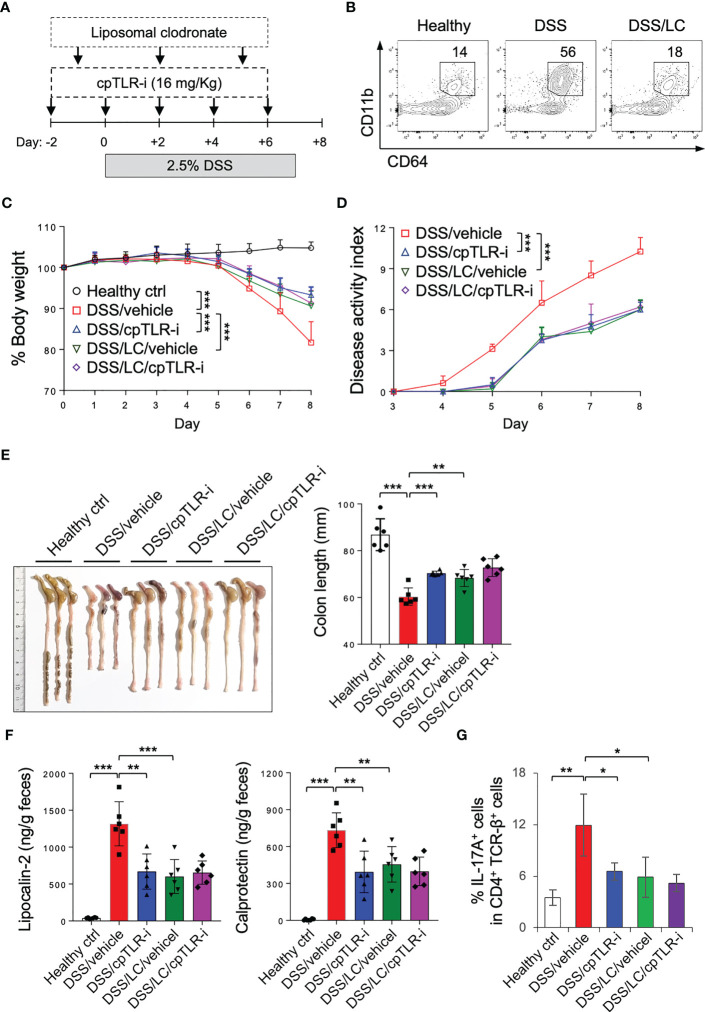
cpTLR-i could not mitigate colitis in mice depleted macrophages. **(A)** Experimental scheme of DSS administration with liposomal chrodronate (LC) treatment is shown. **(B)** Lamina propria cells were isolated from the colon and analyzed by flow cytometry. Representative FACS profiles of CD11b and CD64 in the viable CD45^+^ cell gate are shown. **(C, D)** Body weight and disease activity index were measured as in **Figure 2**: n = 8. P values among different groups were analyzed by 2-way ANOVA with Bonferroni correction. **(E)** The colons were isolated from the mice at day 8 and their lengths were measured. **(F)** Amounts of lipocalin-2 and calprotectin in the feces at day 5 were quantitated by ELISA. **(G)** IL-17A-expressing CD4 T cells in the colonic lamina propria were analyzed by flow cytometry as in **Figure 4B**. *p < 0.05; **p < 0.01; ***p < 0.001.

### cpTLR-i promotes functional maturation of macrophages with a regulatory phenotype

cpTLR-i treatment resulted in the decreased prevalence of Ly6C^+^ MHC-II^-^ monocytes and increased Arginase-1^+^ macrophages in the inflamed colonic mucosa (**Figures 4F, G**). To gain further insight into how cpTLR-i regulates monocyte differentiation and functional maturation of macrophages, we used a modified *in vitro* culture that recapitulates the monocyte-macrophage waterfall observed in the inflamed colonic mucosa (**Figure 6A**) (43). When purified Ly6C^hi^ MHC-II^-^ monocytes (P1) were grown in the presence of M-CSF, IFN-γ and IL-23, they gave rise to Ly6C^int^ MHC-II^+^ macrophages (P2) that exhibited an immature proinflammatory phenotype, including the production of TNF-α, IL-6 and MCP-1 (**Figures 6B–E**). Then, when *in vitro* generated P2 macrophages were further cultured with TGF-β and IL-4, they differentiated into Ly6C^-^ MHC-II^+^ cells with a mature regulatory phenotype (P3) such as the expression of Arginase-1 along with the attenuated induction of proinflammatory cytokines including TNF-α (**Figures 6B–E**). When we added cpTLR-i to this *in vitro* culture, we did not observe a significant effect on the differentiation of P1 monocyte into P2 macrophages and on the induction of TNF-α and IL-6 (**Figures 6B–E**). On the other hand, cpTLR-i treatment significantly enhanced the induction of Arginase-1^+^ macrophages although it did not affect the prevalence of Ly6C^-^ MHC-II^+^ P3 cells (**Figures 6B–E**). It was also validated that cpTLR-i upregulated the functional maturation of macrophages shown by the increased expression of *Mrc1, Chil3*, *Retnla* and *Il10*, which is associated with the alternatively activated (“M2”) macrophages (**Figure 6F**) (44). Together, these data show that the abrogation of TLR signaling by cpTLR-i could promote the immunomodulatory potential of macrophages, which might be independent of microbial TLR stimulation.

**Figure 6:**
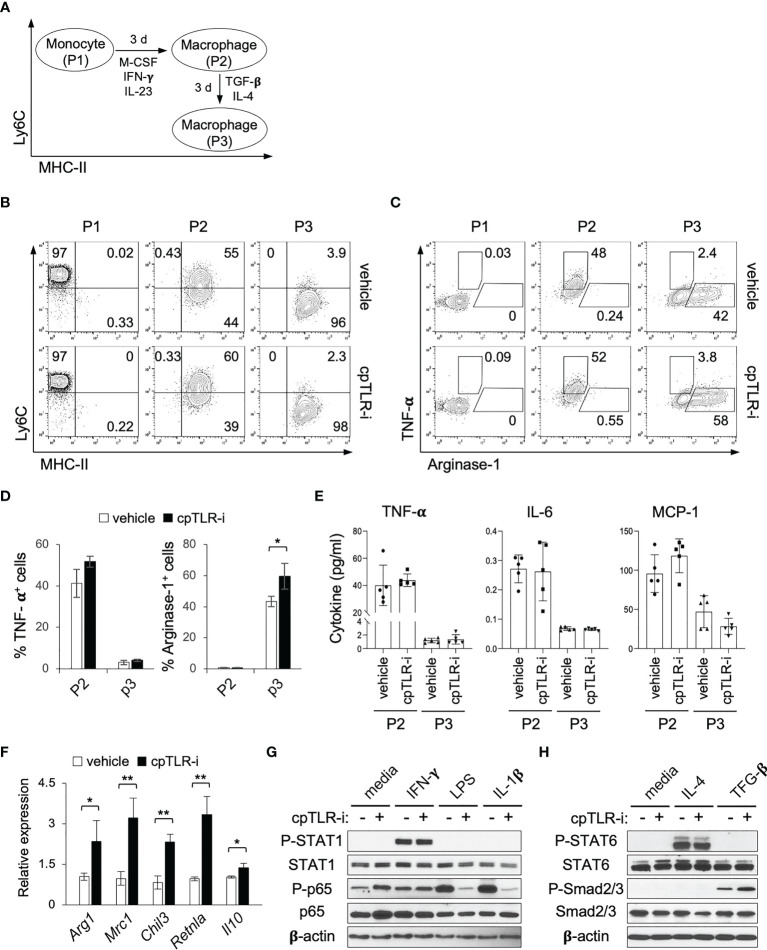
cpTLR-i enhances the induction of macrophages with a regulatory phenotype. **(A)** Scheme of the *in vitro* culture mimicking the monocyte-macrophages waterfall. **(B, C)** P1 monocytes, P2 and P3 macrophages were analyzed by flow cytometry. Shown are the representative FACS profiles in the viable CD11b^+^ CD64^+^ gate from the three independent experiments. **(D)** Percentage of TNF-α^+^ and Arginase-1^+^ cells in the *in vitro* generated P2 and P3 macrophages are illustrated as bar graphs. **(E)** Secretion of TNF-α, IL-6 and MCP-1 from the P2 and P3 macrophages were determined by CBA. **(F)** Expression of the indicated genes in P3 macrophages were analyzed by real-time RT-PCR: n = 4. **(G)** Purified monocytes were activated for 30 min with IFN-γ, LPS or IL-1β in the presence or absence of 5 μM cpTLR-i and analyzed by Western blotting. Immunoblots of β-actin and unphosphorylated proteins were used as a loading control. **(H)** *In vitro* generated P2 macrophages were stimulated with IL-4 or TGF-β in the presence of cpTLR-i and analyzed as in **(G)**. *p < 0.05; **p < 0.01.

Because we did not add a TLR ligand to the *in vitro* monocyte culture, we needed to define how cpTLR-i enhanced the functional maturation of P3 macrophages with the regulatory phenotype. cpTLR-i treatment did not affect IFN-γ-induced phosphorylation of STAT1, while it apparently suppressed LPS- or IL-1β-induced phosphorylation of NF-κB p65, a canonically downstream from TLR4 and IL-1 receptor, respectively (**Figure 6G**). It also did not modulate the phosphorylation of STAT6 in P2 macrophages activated with IL-4, a classical M2- polarizing stimulus (**Figure 6H**). Importantly, we observed a significant increase in TGF-β-induced phosphorylation of Smad2/3 when the *in vitro* generated P2 macrophages were treated with cpTLR-i (**Figure 6H**). 

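In BMDMs after 2 h of LPS, Id1, Smad7 and Dab2ip were lower than in control, and all 3 were higher with LPS and 10 μM cpTLR-i than with LPS alone. Id1 encodes an inhibitor of basic helix-loop-helix transcription factors (gene ID 15901, chromosome 2 from 152736251 to 152737410 of mm10). Its log2 fold change was -1.86 (standard error 0.10, adjusted p = 8.3e-10) from limma between LPS and control, and 2.77 (standard error 0.10, adjusted p = 2.3e-11) between 10 μM cpTLR-i and LPS (3 libraries per group). Smad7, which encodes an inhibitory Smad (ID 17131, chromosome 18 from 75367365 to 75395935), had log2 fold changes of -2.29 (standard error 0.12, adjusted p = 5.9e-10) and 2.79 (standard error 0.12, adjusted p = 1.2e-10) in the same comparisons. Dab2ip encodes a Ras GTPase-activating protein (ID 69601, chromosome 2 from 35558446 to 35730994). It is printed as Dap2ip in the paper's text and in the legend of Supplementary Figure S4, and as Dab2ip in the picture of that figure. It had log2 fold changes of -0.62 (standard error 0.11, adjusted p = 1.3e-04) and 1.36 (standard error 0.11, adjusted p = 1.1e-07), at less than 1 FPKM in every library. With 1 μM cpTLR-i the log2 fold changes against LPS were 0.26, 0.46 and 0.37 for Id1, Smad7 and Dab2ip, and none passed the fold threshold.

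Of 31 measured TGF-β and Smad target genes, LPS raised 9 and lowered 14, and 16 were higher and 4 lower with 10 μM cpTLR-i than with LPS alone. Limma's camera did not call the list against all other genes in either comparison (adjusted p = 0.39, with a median of -0.40 and a mean of -0.22 where its statistic pointed up, and adjusted p = 0.35). The one-sided Fisher's exact test called the share of higher genes in both, at 29.03% of the list with LPS (adjusted p = 0.012) and 51.61% with 10 μM (adjusted p = 0.0021). The higher genes included the transcriptional repressor gene Bhlhe40 (log2 fold change 3.68), the AP-1 subunit gene Jun (2.94), Id2 (2.16) and Smad6 (1.94), which encodes another inhibitory Smad. The cell cycle inhibitor gene Cdkn1a fell by 2.09 on the log2 scale. The lower genes also included Timp1 and Tsc22d1, named after their values were seen. With 1 μM, 4 targets, Bhlhe40, Id3, Tsc22d3 and Klf10, were higher and 0 lower (adjusted p = 0.011, and adjusted p = 0.274 with an estimated correlation). Against control, 14 were higher and 4 lower with 10 μM (adjusted p = 1.2e-05, and adjusted p = 0.0387 with an estimated correlation). Of 20 genes of TGF-β and BMP receptors and Smads, 5 were higher and 0 lower with 10 μM than with LPS alone, the higher ones being Smad7, Smad6, Ski, Acvrl1 and Smad3 (adjusted p = 0.97). With 1 μM, 0 of the 20 were called by limma. Tgfb1, the gene of the ligand TGF-β1, was at 158 ± 0.958 FPKM in control (SD, n = 3), 131 ± 2.47 with LPS, 142 ± 1.95 with 1 μM and 166 ± 3.65 with 10 μM, and was not called against LPS. The target list holds Id1, Smad7 and Dab2ip and the receptor and Smad list holds Smad7, which the paper names from these samples, so their direction is not independent evidence. The counts of both lists were the same when adjusted over the list alone, and each count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold. The fall of Dab2ip with LPS was not called with a pseudocount of 1 (-0.23), after median-ratio scaling (-0.44) or quantile normalization (-0.56), or without control replicate 1 (-0.57). With 1 μM, Smad7 passed the threshold with TPM (0.65) or a pseudocount of 0.1 (0.68), and Dab2ip with the same pseudocount (0.59). Klf10 of the target list is also on the list of immediate early genes, and TGF-β is not among the treatments of these libraries. The rises on the target list therefore cannot be assigned to TGF-β signaling.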

Transcriptome analysis of BMDMs also validated that the expression of TGF-β target genes that contain Smad2/3 binding sites (*e.g.*, *Id1*, *Smad7* and *Dap2ip*) was upregulated by cpTLR-i whereas that was suppressed by LPS (**Supplementary Figure S4**) (45). This result implies that intracellular signaling pathways downstream from TLRs could negatively regulate TGF-β-receptor-mediated Smad2/3 activation even in the absence of a microbial TLR ligand. Thus, this *in vitro* culture data suggests that the inhibition of TLR signaling by cpTLR-i could upregulate TGF-β-induced functional responses of the regulatory macrophages.

### cpTLR-i impedes activation of Th17 cells through the modulation of macrophages

Dendritic cells capture antigens in the tissue and move into the draining lymph nodes to activate and polarize cognitive T cells into distinct types of helper T cells including Th1, Th17 and Treg cells (46, 47). In peripheral tissues, macrophages also regulate the functional activity of helper T cells by providing costimulatory ligands (*e.g.*, CD80, CD86, PD-L1/L2) and by secreting cytokines (IL-1β, IL-6, and IL-12) (21, 23, 24). To define the mechanistic as to how cpTLR-i modulates Th17 cells in the inflamed colonic tissues, we tested the effect of macrophages pretreated with cpTLR-i on the differentiation of CD4 T cells using a coculture system. M-CSF- or GM-SCF-derived BMDMs were treated with LPS in the presence or absence of cpTLR-i, and naïve CD4 T cells were activated and cocultured with the preactivated BMDMs. The results of Intracellular cytokine staining show that M-CSF-derived BMDMs preferentially leads to the polarization of CD4 T cells in IFN-γ-expressing Th1 cells but not in IL-17A-expressing Th17 cells (**Figure 7A**). We were able to induce IL-17A^+^ Th17 cells with GM-CSF-derived BMDMs in the presence of neutralizing antibodies to IL-12 and IFN-γ (**Figure 7B**). In this *in vitro* cocultivation, cpTLR-i-treated macrophages exhibited an impaired ability to induce the differentiation of CD4 T cells into Th17 cells (**Figure 7B**; **Supplementary Figure S5A**). We also found a relatively modest but significant attenuation in IFN-γ^+^ Th1 cell differentiation in the coculture with cpTLR-i-treated macrophages, although we did not observe a decrease in Th1 cells in the colonic tissues *in vivo* (**Figure 7A**; **Supplementary Figure S5B**). To test the possibility that the inhibition of TLR signaling could modulate CD4 cells intrinsically, we cultured CD4 T cells in the absence of macrophages under Th17 polarizing condition and found that cpTLR-i was not able to suppress Th17 cells intrinsically (**Supplementary Figure S5C**). Thus, we concluded that cpTLR-i suppresses the proinflammatory T cell-activating potential of macrophages, resulting in the compromised generation of Th17 cells.

**Figure 7:**
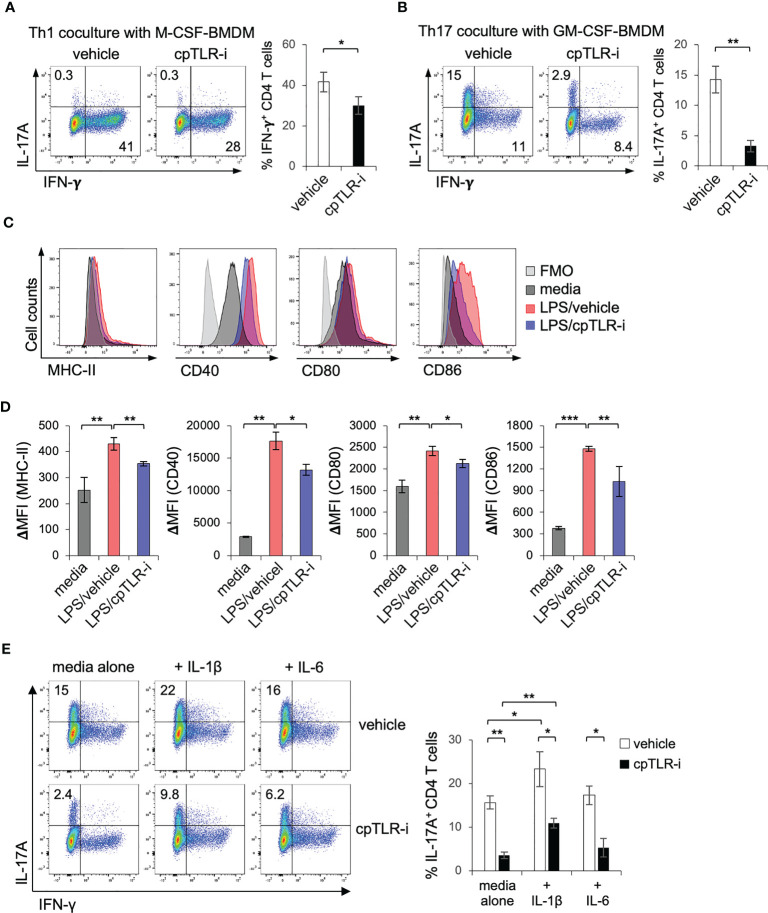
cpTLR-i suppresses induction of Th17 cells through the modulation of macrophages. **(A, B)** BMDMs derived with M-CSF or GM-CSF were activated with LPS in the presence or absence of cpTLR-i for 6 (h) Activated BMDMs were washed and CD4 T cells were cocultured with the BMDMs under Th1 or Th17 polarizing condition. 4 d after the cocultivation, CD4 T cells were stained intracellularly with antibodies against IL-17A and IFN-γ. Shown are the representative FACS profiles in the viable CD4^+^ T cell gate and bar graphs indicating percentages of IL-17A^+^ or IFN-γ^+^ CD4 T cells: n = 3. **(C, D)** BMDMs were pretreated with cpTLR-i and activated with LPS for 24 (h) Cell surface expression of MHC-II, CD40, CD80 and CD86 was measured by FACS. ΔMFI values are calculated by subtracting the mean fluorescence intensity (MFI) of the FMO control from the MFI of each sample **(D)**: n = 3. **(E)** CD4 T cells were cocultured with GM-CSF-driven BMDMs under Th17 polarizing condition as in **(A)**. IL-1β or IL-6 were added to the coculture and expression of IL-17A was analyzed by FACS. Shown are the representative FACS profiles with percentage of IL-17^+^ CD4 T cells obtained from two independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001.

To delineate how cpTLR-i impairs the ability of macrophages to help Th17 differentiation, we determined the induction of class II MHC molecules and costimulatory ligands. cpTLR-i treatment suppressed the surface expression of MHC-II and co-stimulators such as CD40, CD80, and CD86 in BMDMs activated with LPS (**Figures 7C, D**). Moreover, BMDMs treated with cpTLR-i secreted less amounts of cytokines IL-1β and IL-6, which have a role in promoting Th17 cell differentiation (48) shown in **Figure 1**. The addition of exogenous IL-1β to a Th17 coculture resulted in enhanced induction of IL-17A^+^ Th17 cells but that of IL-6 did not (**Figure 7E**). Of note, IL-1β addition partially restored the ability of cpTLR-i-treated macrophages to induce Th17 cell differentiation (**Figure 7E**; **Supplementary Figure S5D**). Overall, our experimental data suggest that TLR inhibition with cpTLR-i not only regulates the inflammatory responses of macrophages but attenuates Th17-mediated inflammation through the functional modulation of macrophages.

## Discussion

The intestinal tract not only needs to elicit a protective immune response against invading pathogens but also provide tolerance to symbiotic microbes (49). However, uncontrolled reactions to microbe-derived molecules such as TLR ligands may lead to chronic inflammatory conditions including IBD (50). Our transcriptomic analysis using macrophages provided evidence that the inhibition of TLR signaling by a cell-penetrating peptide could potentially modulate type 17 immune responses and IBD. Indeed, cpTLR-i was sufficient to mitigate colitis symptoms, colonic inflammation and tissue damage in mice given DSS. In agreement with the decreased Th17 responses *in vivo*, we found that the ability of macrophages to promote Th17 cells was substantially impaired by cpTLR-i in macrophage-CD4 T cell cocultures. On the other hand, cpTLR-i was not able to suppress the induction of Th17 cells in our *in vitro* culture with CD4 T cells alone, although other studies reported an intrinsic role of TLR signaling in Th17 cells and experimental autoimmune encephalomyelitis (51, 52). Further analyses revealed a decreased expression of IL-1β and costimulatory ligands such as CD80 and CD86 in macrophages treated with cpTLR-i, which could contribute to the defective T cell-supporting functions of macrophages (21, 53). Together, these results suggest that therapeutic targeting of the innate responses of macrophages to microbial products could be a strategy to circumvent the activation of pathogenic T cells in IBDs.

Macrophages exhibit a wide spectrum of phenotypes and the balance among functionally distinct macrophages is important for tissue homeostasis and pathology (54). In addition to decreased TNF-α^+^ macrophages, we observed increased Arginase-1^+^ macrophages in the colonic lamina propria of colitogenic mice treated with the cell-penetrating TLR inhibitor peptdie. Similarly, Jung et al. reported that inhibition of TLR2 dimer formation by a TLR2 trans-membrane peptide enabled the induction of macrophages associated with homeostatic or resident macrophage gene signatures while preventing that of macrophages with pro-inflammatory gene signatures in colitis mice (17). Thus, we wanted to determine whether cpTLR-i could regulate the functional activation of M2 macrophages with regard to the monocyte-macrophage waterfall (55). In our *in vitro* culture in the absence of a microbial TLR ligand, cpTLR-i did not affect the differentiation of monocytes into TNF-α^+^ macrophages and the production of proinflammatory cytokines such as TNF-α and IL-6. Intriguingly, the differentiation of TNF-α^+^ macrophages into Arginase-1^+^ cells with M2 phenotypes such as the expression of *Mrc1* and *Il10* was augmented by the cpTLR-i treatment. This finding was supported by the transcriptome analysis, in which the expression of genes associated with M2 macrophages, including *Osm*, *Gdf15* and *Vegfa*, were upregulated by cpTLR-i (**Figure 1H**) (31–33). Therefore, it is likely that TLR signaling negatively regulates the functional transition of M1 macrophages into M2 in a microbial TLR ligand-independent manner.

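Of 23 measured markers of alternatively activated macrophages, 8 were higher in BMDMs with LPS and 10 μM cpTLR-i than with LPS alone, 6 were lower and the other 9 did not pass the test. The higher genes were Gdf15, Klf4, Vegfa, Osm, Egr2, Pparg, Irf4 and Chil3. Klf4, a transcription factor that IL-4 induces in macrophages, was at 1.15 ± 0.142 FPKM with LPS and 12.8 ± 1.37 with 10 μM (SD, n = 3), a log2 fold change of 3.22 (standard error 0.11, adjusted p = 1.3e-11) from limma. Egr2, a transcription factor of the response to IL-4, was at 6.70 ± 0.0891 and 31.3 ± 2.45 FPKM, a log2 fold change of 2.18 (standard error 0.07, adjusted p = 7.6e-12). Pparg, the gene of the lipid receptor PPARγ, was at 4.06 ± 0.226 and 18.9 ± 1.94 FPKM, or 2.15 (standard error 0.07, adjusted p = 1.2e-11). Chil3, also called Ym1, was at 5.05 ± 0.446 and 7.72 ± 0.724 FPKM. The lower genes were Cish, Ccl17, Il10, Ccl22, Ccl24 and Socs2. The chemokine gene Ccl17 was at 4.87 ± 1.11 FPKM with LPS and 0.0332 ± 0.0575 with 10 μM, and Ccl22 at 77.3 ± 0.486 and 10.5 ± 0.206. Il10, the gene of an anti-inflammatory cytokine, was at 8.39 ± 0.761 and 0.794 ± 0.200 FPKM. Ccl24 was at 2.75 ± 0.0418 and 0.668 ± 0.0971 FPKM. In control, Ccl17 was at 0.0072 FPKM, Ccl22 at 1.42, Il10 at 0.436 and Ccl24 at 0.274. Their falls with 10 μM were thus falls from levels that were higher with LPS than in control, and none fell below control. Control values of Cish and Socs2 are not given here. Mrc1, the mannose receptor gene, was at 61.1 ± 1.43 and 68.1 ± 2.71 FPKM and was not called, and Arg1, the gene of arginase-1, was too low to be tested.

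The list as a whole was not called against all other genes (limma's camera, adjusted p = 0.29), and its median log2 fold change of 0.15 and mean of 0.09 had the opposite sign to camera's statistic. The one-sided Fisher's exact test called its share of changed genes (adjusted p = 0.0088), but not that of higher genes (adjusted p = 0.68) or of lower genes (adjusted p = 0.053). With 1 μM cpTLR-i, Gdf15, Klf4 and Egr2 were higher and 0 markers were lower (adjusted p = 0.37 from camera, and adjusted p = 0.002 from Fisher's test on the share of higher genes). Klf4 and Egr2 are also on the list of immediate early genes, and Gdf15 on that of the integrated stress response. This share of higher genes therefore cannot be told apart from such responses. Against control, 12 were higher and 1 lower with 10 μM (adjusted p = 7.1e-06, and adjusted p = 0.114 with an estimated correlation). LPS alone raised 10 and lowered 7 of the markers (adjusted p = 0.0015, adjusted p = 0.264 with an estimated correlation, and 0.0648 with median-ratio scaling). The list holds Osm, Gdf15 and Vegfa, which the paper names from these samples, so their direction is not independent evidence. The counts were the same when adjusted over the list alone, and the count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold.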

Given that cpTLR-i upregulates the functional maturation of M2 macrophages, we further defined a mechanism in which TLRs modulate signaling pathways downstream from M2 stimuli. Interestingly, the inhibition of TLR signaling by cpTLR-i enhanced the phosphorylation of Smad2/3 induced by TGF-β, an immunosuppressive cytokine. Studies have shown that TGF-β induces the expression of genes characteristic for alternatively activated macrophages while suppressing a pro-inflammatory phenotype which influences the functional activities of tumor-associated macrophages (56). Meanwhile, the activation of NF-κb by proinflammatory stimuli such as IL-1β was reported to inhibit TGF-β-induced gene expression by increasing the inhibitory Smad7 in hematopoietic progenitors and cancer cell lines (57, 58). In line with our observation that cpTLR-i could suppress IL-1β-induced phosphorylation of NF-κb p65 (**Figure 6G**), we speculated that the enhanced M2 differentiation could be partially due to attenuated negative regulation of the TGF-β signaling by suppressing the IL-1β-induced NF-κB activation. Thus, we propose a crosstalk between signaling pathways downstream of the TLRs and TGF-β receptors in the regulation of alternatively activated M2 macrophages although it remains to be further determined in the future studies.

Consistent with the functional modulation of mucosal immune responses, cpTLR-i was beneficial to the colonic epithelial integrity. However, we could not exclude the involvement of epithelial TLR signaling in the regulation of the mucosal barrier integrity. TLRs are expressed in the gut epithelium and enhance the intestinal barrier functions, including tightening of intracellular junctions, secretion of mucus and antimicrobial peptides and epithelial regeneration after injury (59). For example, stimulation with TLR2 or TLR4 agonist upregulates proliferative and anti-apoptotic factors including TFF3 in intestinal epithelial cells, whereas mice deficient for TLR2 or TLR4 have hypo-proliferative and pro-apoptotic phenotypes of the inflamed colons (3, 60). In agreement with our results, these studies suggest that TLRs could exert either a beneficial or detrimental effect on colitis, depending on which tissue compartments are engaged in the TLR signaling. Whether the intestinal epithelium is less sensitive to the cell-penetrating TLR inhibitor peptide needs to be further investigated. Of note, MyD88-independent induction of type I interferon responses such as the production of IFN-β was relatively less sensitive to cpTLR-i (**Figure 1** and data not shown). This corroborates the previous finding that *Ifnar1* ^-/-^ mice are more susceptible to colitis (61) and that IFN-β production triggered by double-stranded RNA of a commensal microbe protect mice from colitis (62).

TLRs are broadly expressed in the intestinal tissues and have a central role in controlling mucosal immune responses and maintaining the gut homeostasis, in responding to the microbial community. A growing amount of evidence suggests a potential use of therapeutic strategies that target TLR signaling in the prevention or treatment of autoimmune diseases such as IBD. However, only a few TLR agonists and antagonists are under clinical trials for therapeutic applications. In this study, our experimental data highlight the immunomodulatory potential of cpTLR-i and suggest this rationally designed cell-penetrating peptide as a novel therapeutic agent for IBD treatment. Future studies may explore an impact of the cell penetrating TLR inhibitor peptide on the gut barrier function in association with microbiota in the regulation of mucosal homeostasis.

## Methods

### Peptides, mice and colitis model

All peptides were provided by Genesen and the purity of each peptide was at least 95% as determined by HPLC fitted with a RP-C18 column (Phenomenex). The amino acid sequence of cpTLR-i is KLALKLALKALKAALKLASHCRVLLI. The sequences of CP and TLR-i control peptides are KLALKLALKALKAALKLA and SHCRVLLI, respectively. C57BL/6J mice were purchased from DBL and maintained under specific pathogen-free conditions at the Laboratory Animal Resource Center of Hallym University. Mice were allowed to acclimate for at least one week to minimize variability in the gut microbiota composition and randomly divided into experimental groups. Eight-week-old male C57BL/6J mice were given drinking water containing 2.5% dextran sodium sulfate (MP Biomedicals) for 7 days and normal water for the remainder of the days. Mice were injected intraperitoneally with 16 mg/Kg cpTLR-i or control peptides every other day from day -2 to day +6. The disease activity index was scored as described previously (34): body weight loss (‘0’: no loss; ‘1’: loss > 1-5%; ‘2’: loss > 5-10%; ‘3’: loss > 10-20%; ‘4’: loss > 20%); stool consistency (‘0’: firm; ‘2’: loose; ‘4’: diarrhea), and presence of blood (‘0’: absence; ‘1’: hemoccult; ‘2’ hemoccult with visual pellet bleeding; ‘4’: gross bleeding, blood around the anus). Scores were added to give a maximum score of 12.

### Macrophage depletion

Macrophage were depleted by injecting intravenously with 200 μl of liposomes containing clodronate (Encapsula Nanosciences) three times (day -1, +2 and +5) in accordance to the manufacturer’s instructions.

### Preparation of bone marrow-derived macrophages and cocultivation with CD4 T cells

BMDMs were prepared as described previously (63). Briefly, bone marrow cells were isolated and grown in IMDM media supplemented with 10% FBS in the presence of 20 ng/ml M-CSF (PeproTech) or 5 ng/ml GM-CSF (PeproTech) for 7 days. BMDMs were pretreated with cp-TLR-i for 1 h and activated with 200 ng/ml LPS (Sigma) for the indicated times. For cocultivation with T cells, CD4 T cells were purified from the spleen using anti-CD4 microbeads and MACS column (Miltenyi Biotec). For Th1 polarization, M-CSF-derived BMDMs were treated with 200 ng/ml LPS for 6 h, washed twice with fresh IMDM containing 10% FBS, and cocultured with CD4 T cells in the presence of 2.5 μg/ml anti-CD3ε (BD Biosciences). GM-CSF-driven BMDMs were activated with LPS and cocultured with CD4 T cells in the presence of anti-CD3ε and neutralizing antibodies against IL-12 and IFN-γ (BD Biosciences) to induce Th17 polarization. Four days after the cocultivation, CD4 T cells were restimulated with 50 ng/ml PMA and 1 μg/ml ionomycin for 6 h or with 0.5 μg/ml anti-CD3e and 0.5 μg/ml CD28 for 1 day for intracellular cytokine staining and cytokine beads array, respectively.

### Cell viability assay and NO measurement

BMDMs were pretreated with the indicated concentrations of cpTLR-i and activated with 200 ng/ml LPS for 24 h. Cell viability was measured using the EZ-Cytox Enhance Cell Viability Assay Kit (DoGenBio) in accordance to the manufacturer’s instruction. Production of nitrogen oxide (NO) in the culture supernatant was determined by the Griess Reagent System (Promega).

### RAW 264.7 cell culture and transfection

RAW 264.7 macrophage cell line was obtained from Hyung-Joo Kwon (Hallym University) and maintained in DMEM supplemented with 10% FBS. RAW 264.7 cells were transfected with pCRIII-WT-MYD88, pCRIII-DN-MyD88, pRK5-WT-TRAF6, pRK5-DN-TRAF6, or control vector using the FuGene HD transfection reagent (Promega) in accordance to the manufacturer’s instructions. A day after transfection, cells were pretreated with 2 μM cp-TLR-i for 1 h and activated with 200 ng/ml LPS (Sigma) for 8 h.

### Confocal microscopy

BMDMs were seeded on a chamber slide and incubated with 2 μM cpTLR-i or control peptide for the indicated times. Cells were washed three times with ice-cold PBS and fixed with 4% paraformaldehyde. After permeabilized with 0.2% Triton X-100, cells were stained with monoclonal antibody against the TLR antagonist peptide overnight at 4°C followed by secondary antibody conjugated with Alexa Fluor 647 (ThermoFisher). The coverslip was mounted using a mounting solution containing DAPI (ThermoFisher) and images were taken using a Zeiss LSM710 laser scanning confocal device attached to an Axiovert 100 microscope (Carl Zeiss).

### Cytokine measurement and colon explants

Amounts of cytokines in the culture supernatants were analyzed by cytokine beads array (CBA) with the LEGENDplex™ Mouse Inflammation panel (BioLegend) and Th1/Th2/Th17 CBA kit (BD Biosciences) in accordance to the manufacturer’s instructions. Colonic tissue explant samples, approximately 10 mm in length, were isolated from the distal region of the colon. The colon explants were washed in PBS, turned inside out, and incubated in 500 μl IMDM supplemented with 10% FBS at 37°C. After a 24-h incubation, culture supernatants of the colon explants were centrifuged at 14,000 x g for 10 min to remove debris and analyzed by CBA. Amounts of IL-18 was determined using mouse IL-18 ELISA kit (MBL Life Science). Cytokine levels were normalized to the weight of each tissue sample.

### Transcriptomic analysis

Total RNA was purified from BMDMs using TRIzol reagent (Invitrogen) and the cDNA library was prepared with the TruSeq Standard mRNA Library Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. The libraries were sequenced using a NovaSeq 6000 platform (Illumina) by Macrogen. Qualified reads were mapped to the *Mus musculus* mm10 reference genome by HISTA2 version 2.1.0. and assembled using StringTie version 2.1.3b. Differentially expressed genes (DEGs) were identified with DESeq2, and a more than 1.5-fold change with a p value less than 0.05 was considered statistically significant. Functional annotation of DEGs was performed with DAVID (https://david.ncifcrf.gov), and the statistically enriched pathway was analyzed using the KEGG database in DAVID. A heat map of the relative expression pattern of the DEGs was created with the heatmap.2 function of the gplot package in RStudio version 3.4.4.

### Fecal sample ELISA

Fecal pellets were collected 5 days after the administration of DSS and weighed. A single fecal pellet was homogenized in 200 μl PBS and centrifuged at 10,000 rpm for 5 min to remove the debris. The amounts of Lipocalin-2 and Calprotectin in the fecal supernatant were measured with the Mouse Lipocalin-2/NGAL and S100A8/S100A9 Heterodimer detection kits (R&D Systems), respectively. The levels of Lipocalin-2 and Calprotectin were normalized to the weight of each fecal pellet.

### Histology

Mouse colons were collected and rinsed with ice-cold PBS. Samples were fixed with 4% paraformaldehyde, dehydrated, and embedded in paraffin. For histopathologic analysis, the distal colon tissue sections were stained with hematoxylin and Eosin Y solution (Merck). The sections were incubated with 1% Alcian Blue 8GX (Sigma) in 3% acetic acid for 15 min and then with 0.5% periodic acid solution (Sigma) for 5 min and Schiff’s reagent (Sigma) for 15 min to stain goblet cells.

### Isolation of the colonic lamina propria cells and flow cytometry

Inflammatory cells were isolated from the colonic lamina propria as described previously (34). Briefly, colons were washed with ice-cold PBS, inverted, and incubated in RPMI1640 containing 1 μM DTT, 0.6 mM EDTA and 1% FBS for 30 min in a 37°C shaking incubator. After washing with fresh media, the colon was cut into pieces and placed in RPMI1640 containing 25 μg/ml Liberase TL (Roche), 25 μg/ml Liberase DL (Roche) and 125 μg/ml DNase I (Sigma). After a 30-min incubation with gentle shaking, the cell suspension was washed with fresh media and passed through a 70 μm cell strainer. Immunofluorescence staining was conducted as described previously (63). A single cell suspension isolated from the colonic lamina propria or *in vitro* culture was stained with antibodies against surface markers for 30 min on ice. Fluorophore conjugated antibodies against CD11b (clone M1/70), Ly6G (clone 1A8), CD64 (clone X54-5/7.1), CD3ϵ(clone 145-2C11), CD4 (clone RM4-5), CD8 (clone 53-6.7), I-A/I-E (clone M5114.15.2), F4/80 (clone 6F12), CD80 (clone 16-10A1) and CD86 (clone GL1) were purchased from BD Biosciences. Anti-TCR-β (clone H57-597) and anti-Ly6C (clone HK1.4) were obtained from ThermoFisher. Anti-TCR γ/δ (clone GL3) and anti-CD40 (clone 3123) from BioLegend. For intracellular staining, cells were restimulated with 50 ng/ml PMA and 1 μg/ml ionomycin in the presence of the Gogi-Stop and Golgi-Plug reagent (BD Bioscience) for 6 h. After fixation and permeabilization, the cells were stained with fluorescence-labelled antibodies to TNF-α (clone MP6-XT22, BD Bioscience), IFN-γ (clone XMG1.2, BD Biosciences), IL-17A (clone ebio17B7, ThermoFisher) and Arginase 1 (clone AlexF5, ThermoFisher). FoxP3 intracellular staining was performed with the mouse FoxP3 staining set (ThermoFisher). Data were acquired using the FACS Canto II instrument with the FACSDiva software (BD Bioscience) and analyzed by FlowJo V10 software (BD Bioscience).

### Monocyte isolation and culture

Monocytes were purified from bone marrow cells with the Monocyte Isolation Kit (Miltenyi Biotec) and MACS columns following the manufacturer’s instructions. Purified monocytes were activated with 5 ng/ml M-CSF, 50 ng/ml IFN-γ and 10 ng/ml IL-23 and cultured for 3 days in the presence of 2 μM cpTLR-i or vehicle, to give rise to macrophages with a proinflammatory immature phenotype. Then, the *in vitro* generated macrophages were further cultured with 5 ng/ml TGF-β and 10 ng/ml IL-4 in the presence of cpTLR-i or vehicle for an additional 3 days to be differentiated into macrophages with a mature resident phenotype. Monocyte-derived macrophages were restimulated with 50 ng/ml PMA and 1 μg/ml ionomycin in the presence of the Gogi-Stop and Golgi-Plug reagent (BD Bioscience) and stained for surface markers. After fixation and permeabilization, cells were stained intracellularly with PE-conjugated anti-TNF-α and APC-labelled anti-Arginase-1 for flow cytometry. Culture supernatants were analyzed by CBA.

### Quantitative real-time PCR and western blotting

RNA was extracted from BMDMs with the TRIzol Reagent (Invitrogen) and reverse transcribed into cDNA by the ImProm-II Reverse Transcription system (Promega). Quantitative PCR was performed with an SYBR PCR mix (Toyobo) and the CFX Real-Time PCR detection system (Bio-Rad), using the primer pairs listed in **Supplementary Table S1**. For Western blotting, the cells were lysed in 20 mM HEPES (pH 7.4), 150 mM NaCl, 1% Triton X-100 and 1 mM EDTA supplemented with a protease inhibitor and phosphatase inhibitor cocktail (GenDEPOT) and applied for SDS-PAGE. Immunoblotting was performed with the indicated primary antibody followed by the anti-rabbit secondary antibody conjugated with HRP. All primary antibodies were purchased from Cell Signaling Technology except anti-FLAG monoclonal antibody (Sigma). Protein bands were detected on X-ray film using an Enhanced Chemiluminescence kit (Merck Millipore).

### Statistical analysis

All experiments were performed in more than triplicate and the results of two or three independent experiments were represented as the mean (± S.D). Differences between the samples were analyzed using an unpaired, two-tailed Student’s t-test with the Prism software version 7.04 (GraphPad Software, San Diego, CA, US). Two-way ANOVA with Bonferroni correction was applied to analyze the body weight loss and disease activity index using Prism. Statistical significance was denoted as follows: *, p < 0.05; **, p < 0.01; *** p < 0.001.

## Data availability statement

The RNA-seq data have been deposited at the GENE Expression Omnibus (GEO) under accession number GSE224903.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Hallym University.

## Author contributions

Conceptualization, KL and SL. Data curation, BT, SP and KL. Investigation, BT, SP, DC and KL. Resources: HS and SL. Writing-original draft, BT, SP and KL. Supervision, KL. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Cell-penetrating TLR inhibitor peptide alleviates ulcerative colitis by the functional modulation of macrophages
**Source:** Front Immunol. 2023 May 5;14:1165667. doi: 10.3389/fimmu.2023.1165667

SUPPLEMENTAL INFORMATION

Cell-penetrating TLR inhibitor peptide alleviates ulcerative colitis by the functional modulation of macrophages

Bikash Thapa^{1†}, Seongwon Pak^{2†}, Dohyeon Chung², Hye Kyoung Shin³, Seong Ho Lee³ and Keunwook Lee^{1,2*}

†These authors contributed equally

Supplemental Table S1. Primer sequences used in the quantitative real-time PCR analysis.

Gene name	Sequence (5' to 3')
<i>Arg1</i>	Forward: GGGACCTGGCCTTTGTTGAT<br>Reverse: GCTTCCAAGTCCAGACTGT
<i>Mrc1</i>	Forward: GCTTCCGTCACCCTGTATGC<br>Reverse: TCATCCGTGGTTCCATAGACC
<i>Chil3</i>	Forward: GAAGGAGCCACTGAGGTCTG<br>Reverse: TGAGCCACTGAGCCTTCAAC
<i>Retnla</i>	Forward: AGTGCCCTGTGTTTCAGAGA<br>Reverse: TGTGGAAGTTCACGCTCCAG
<i>Ii10</i>	Forward: CCCATTCCTCGTCACGATCTC<br>Reverse: TCAGACTGGTTTGGGATAGGTTT

Supplemental Figure Legend

Figure S1. cpTLR-i modulates the proinflammatory activation of macrophages associated with type 17 immune responses and inflammatory bowel diseases. (a) BMDMs were pretreated with 10 μ M brefeldin A, 1 μ M rotenone or vehicle for 1 h and incubated in the presence of 2 μ M cpTLR-i for 30 min. Shown are the representative confocal images stained with antibody against the TLR inhibitor peptide. (b) BMDMs, B cells preactivated with LPS, CD4⁺ T cells preactivated with anti-CD3 and anti-CD28 antibodies, and colorectal cancer cell line SW480 were cultured with cpTLR-i as in (a) and analyzed by confocal microscopy. (c-e) BMDMs were pretreated with 2 μ M cpTLR-i or control peptides (TLR-i and CP peptides) and activated with LPS as in Figure 1. Cell viability (c) and NO production (d) were determined 24 h after LPS treatment and amounts of TNF- α in the culture supernatant (e) were measured by CBA. (f) The heatmaps for genes associated with IL-17 signaling pathway, Th17 cell differentiation and inflammatory bowel disease are shown.

Figure S2. Therapeutic potential of cpTLR-i in colitis animals depends on the cell-penetrating ability of the peptide. (a-c) Mice were injected intraperitoneally with the control TLR-i peptide lacking the cell-penetrating conjugate (TLR-i) or CP peptide and given DSS as in Figure 2. (a) Body weight was measured daily and (b) disease activity index was scored. (c) The colons were isolated 9 d after starting the DSS administration and their lengths were measured.

Figure S3. cpTLR-i attenuates infiltration of inflammatory leukocytes into the colonic mucosa. Lamina propria cells in the colons were analyzed as in Figure 4 and numbers of CD45⁺ (whole leukocytes), TCR- β ⁺ CD4⁺ (CD4 T cells), CD11b⁺ Ly6G⁺ (neutrophils/granulocytes) and CD11b⁺ Ly6G⁻ CD64⁺ (monocytes/macrophages) populations are shown.

Figure S4. Effect of cpTLR-i on the expression of TGF- β target genes. BMDMs pretreated with cpTLR-i or vehicle were activated with LPS for 2 h and mRNA expression of *Id1*, *Smad7* and *Dap2ip* were analyzed by RNA sequencing as in Figure 1.

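Supplementary Figure S4 shows FPKM of 3 genes from the experiment of Figure 1 in 3 groups, namely media, LPS with vehicle, and LPS with cpTLR-i. The 3 control libraries of Id1 were at 4.15, 5.41 and 4.83 FPKM, the LPS libraries at 1.23, 1.10 and 1.08, the libraries with LPS and 1 μM cpTLR-i at 1.52, 1.22 and 1.49, and those with 10 μM at 9.15, 9.75 and 8.67. For Smad7 they were at 1.66, 1.95 and 1.49 in control, 0.167, 0.121 and 0.154 with LPS, 0.295, 0.242 and 0.357 with 1 μM and 2.44, 2.79 and 2.30 with 10 μM. For Dab2ip they were at 0.338, 0.258 and 0.298, 0.128, 0.0983 and 0.0928, 0.232, 0.193 and 0.205 and 0.640, 0.706 and 0.657 in the same order. The legend does not state which concentration of cpTLR-i is plotted. The bars with cpTLR-i lie near the means with 10 μM, and no bar lies at the means with 1 μM.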

Figure S5. cpTLR-i attenuates Th17 responses through the modulation of macrophages. (a, b) CD4 T cells were cocultured with LPS-activated BMDMs under Th17 (a) and Th1 (b) polarization conditions as in Figure 7. 4 d after the cocultivation, CD4 T cells were restimulated with anti-CD3 and anti-CD28 antibodies and the culture supernatants were analyzed by CBA. (c) CD4 T cells were pretreated with cpTLR-i and cultured with anti-CD3 and anti-CD28 antibodies in the absence of BMDMs under Th17 polarizing condition. Shown are the representative FACS profiles in the viable CD4⁺ T cell gate and bar graph indicating percentages of IL-17A⁺ CD4 T cells. (d) CD4 T cells were cocultured with BMDMs and IL-1 β or IL-6 was added to the coculture as in Figure 7E. 4 d after the cocultivation, secretion of IL-17A from the activated T cells was measured by CBA.

Thapa & Pak *et al.* Supplemental Figure S1

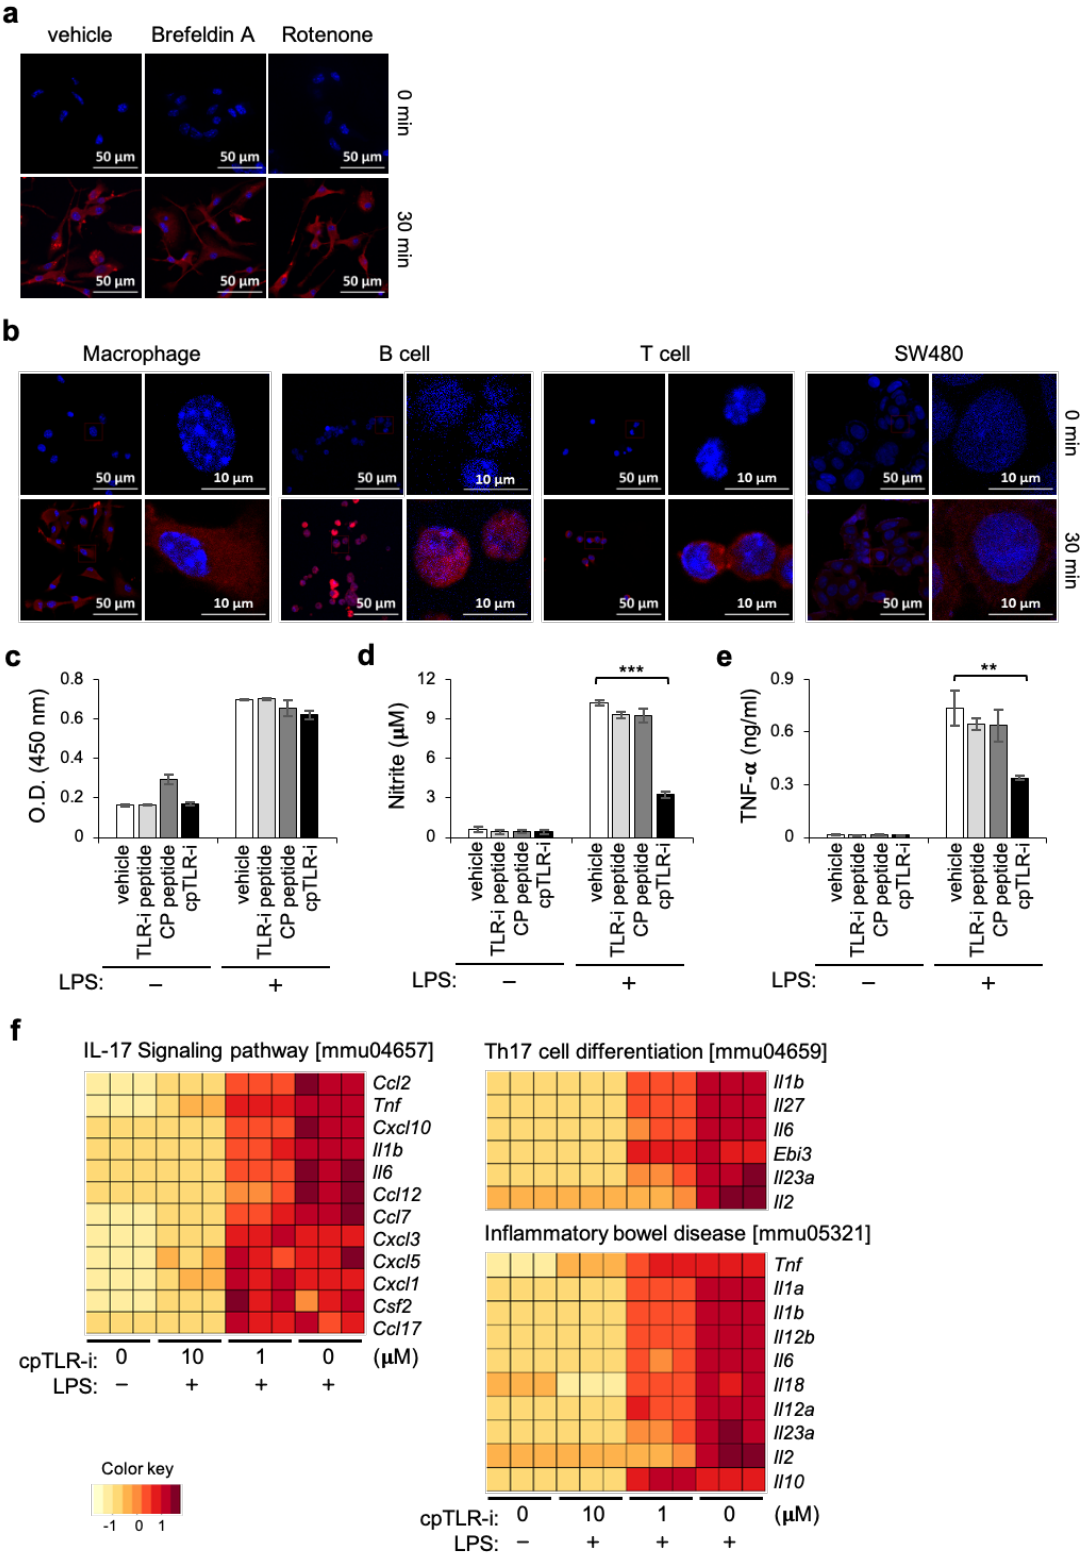

Thapa & Pak *et al.* Supplemental Figure S2

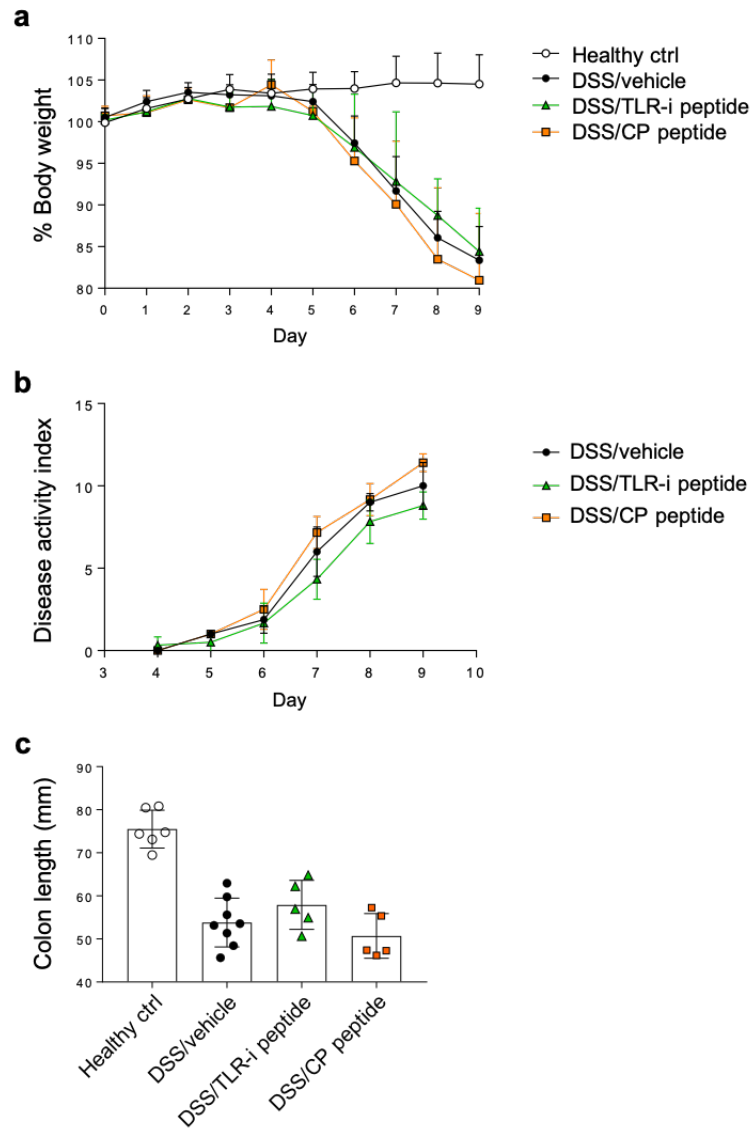

Thapa & Pak *et al.* Supplemental Figure S3

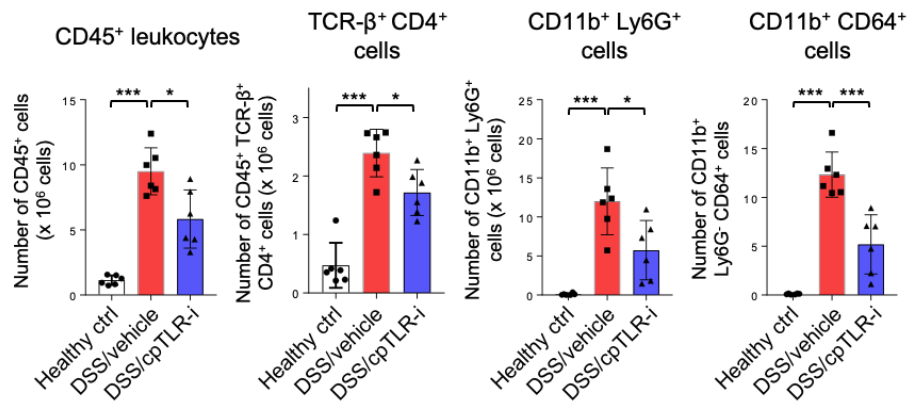

Thapa & Pak *et al.* Supplemental Figure S4

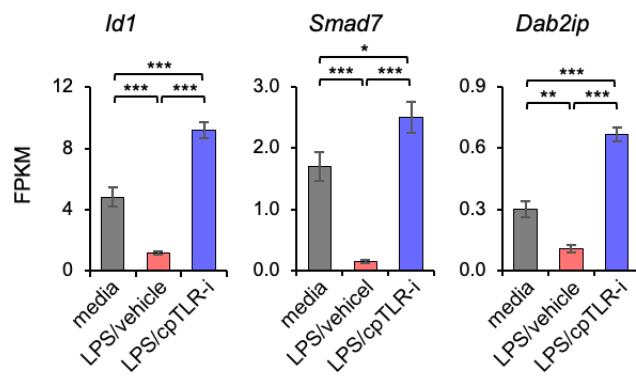

Thapa & Pak *et al.* Supplemental Figure S5

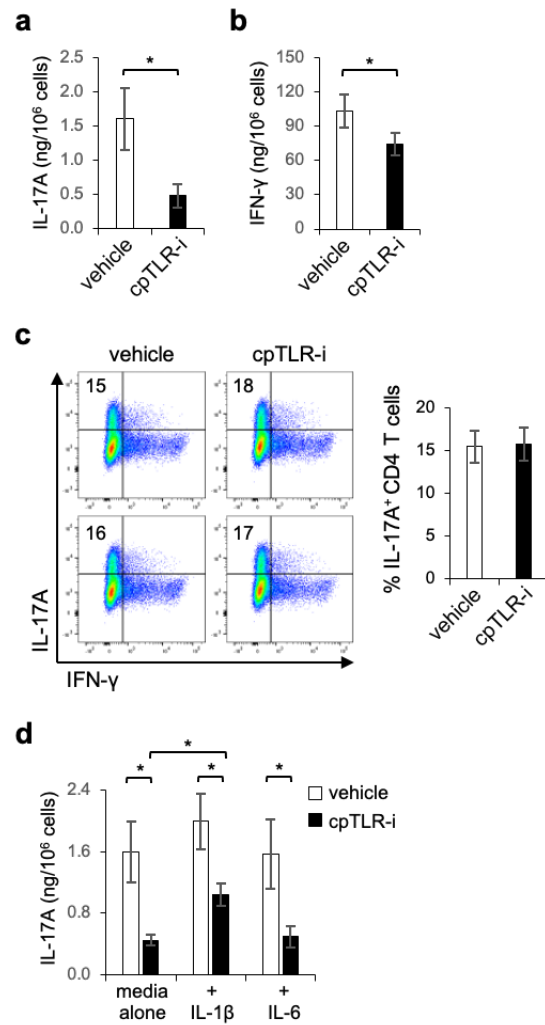

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

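RNA-seq measured gene expression in mouse BMDMs in 4 groups of 3 libraries: control, LPS for 2 h, and LPS for 2 h after 1 h with 1 μM or 10 μM cpTLR-i. As deposited, the FPKM values were made by the authors, who aligned the reads to mm10 with HISAT2 and quantified transcripts with StringTie. The TPM values were made by the authors from the same HISAT2 and StringTie steps, and both units were deposited for 23959 genes in the same 12 libraries. The FPKM of a library summed to 403473 to 422014 and its TPM to 999745 to 999965. The file holds no read counts. The total reads per library were not used here, so the absolute depth behind a value is unknown. Relative depths were taken from the most frequent low product of FPKM and transcript length, in genes with 1 transcript of over 1000 bases. They were 1.01 to 1.26 in control, 1.02 to 1.25 with LPS, 1.00 to 1.21 with 1 μM and 1.05 to 1.23 with 10 μM. After division by the most frequent product, only 19.2% to 31.4% of the low products in a library lay within 0.05 of a whole number. These depths are therefore rough. Genes at 1 FPKM or more numbered 10867 to 10905 in control, 10144 to 10169 with LPS, 10247 to 10285 with 1 μM and 10559 to 10605 with 10 μM. Positions and gene IDs are those of GRCm38.p6, in which 23897 of the 23959 gene IDs were found.

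Values were taken as log2(FPKM + 0.25), and the 12315 genes with at least 0.5 FPKM in at least 3 of the 12 libraries were tested. Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), with all 12 libraries in 1 fit, two-sided contrasts and the Benjamini-Hochberg adjustment over all tested genes. The comparisons were LPS with control, each concentration with LPS, 10 μM with 1 μM, and 10 μM with control. A gene was called at an adjusted p under 0.05 and a change of more than 1.5-fold, which is 0.585 on the log2 scale. The paper's own threshold was the same fold and a p under 0.05 that is not stated to be adjusted. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The share of the LPS response remaining was the FPKM with peptide minus control, divided by LPS minus control, on group means. The fit was tested on simulated data with 100 genes changed by 2-fold or 4-fold. It recovered 95% to 98% of the 2-fold changes and 97% to 100% of the 4-fold changes, and called 0 to 5 unchanged genes.

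In all, 40 gene lists were tested with limma's camera at its preset correlation of 0.01, with p adjusted over the 40 lists, and with an estimated correlation as an alternative. A one-sided Fisher's exact test compared the share of called genes in a list with that of all tested genes. The lists covered IL-17 signaling, Th17 differentiation, IBD, TLR signaling, the proximal TLR adaptors, NF-κB, MAPK and TNF signaling, cytokines and chemokines, interferon-stimulated genes, feedback inhibitors of NF-κB, the inflammasome, and MHC class II with costimulation. They also covered immediate early genes, the integrated stress response, the unfolded protein response, heat shock, NRF2 targets, metallothioneins, cholesterol synthesis, LXR targets, hypoxia and glycolysis, p53 targets, M2 markers, TGF-β targets and the TGF-β pathway. The remaining lists were macrophage identity, lysosome, membrane repair, cell cycle, ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes, histones, and markers of neutrophils, of T, B and NK cells, of dendritic cells, of mast cells, basophils and eosinophils, of stromal cells, and of erythroid cells and megakaryocytes. The test, the thresholds, the lists, the alternatives and the rule for naming genes were fixed before the data were examined.

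Genes named in the text are those the paper names, with the genes of its heat maps where these are discussed. For LPS against control and each concentration against LPS, they are also the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 2 FPKM in 1 of the groups, libraries that do not overlap and no predicted-gene symbol. For each list described, they are up to 5 members with the largest change and up to 3 core members, and for lists of cell types and quality the members with the highest FPKM. Some genes that this rule selects are not reported here. Other genes are said to have been chosen after their values were seen. The genes of the heat maps were read from the picture and only counted, not tested as a list.

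The alternatives were TPM, pseudocounts of 0.1 and 1, no filter or at least 1 FPKM in 3 libraries, quantile normalization, median-ratio scaling, eBayes without trend, fits of only the 2 groups compared, the replicate number as a block, each library left out, an unadjusted p, no fold minimum, and the log2 scale for the share remaining. A count-based test with DESeq2 was not run, since the file holds no read counts. Pathway enrichment with DAVID and KEGG was not repeated, and the lists above were written from general knowledge. No library was left out.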

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

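The test on the share of the 10 most abundant genes and the test on immediate early and stress response genes were chosen after the result was seen.

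With 10 μM cpTLR-i, 400 genes were higher than in both LPS and control, a class the paper does not report. Scaling between libraries does not account for it, since at least 417 such genes were called with median-ratio scaling and with quantile normalization. Of the 400 genes, 76% had a mean of at least 2 FPKM with 10 μM. The genes were selected to be highest in that group, and their levels in LPS and control were not checked. This test therefore cannot exclude a part of values near the floor in those groups. Immediate early and integrated stress response genes made up 25 of the 400, out of 67 tested, where 2.18 were expected (one-sided Fisher's exact test, p = 1.41e-20), so a stress or immediate early response may be a part of it. No group with cpTLR-i alone is among the samples used, so an effect of the peptide by itself and an effect that needs LPS stay open. The rise over control also cannot be told apart from time or handling, since control is labelled with an earlier time.

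The paper states that MyD88-independent type I interferon responses, with IFN-β as the example, were relatively less sensitive to cpTLR-i. It gives no count of interferon-stimulated genes. Of 66 such genes, 18 were lower with 1 μM than with LPS alone (27 with median-ratio scaling) and 65 of 66 with 10 μM. The 63 that LPS raised kept a median of 65.6% of the LPS response with 1 μM, against 93.5% for the other 1292 raised genes. The size of the LPS response does not account for this, since 10000 random lists matched on that size had a central 95% of 86.0% to 96.5%. Scaling does not either, since 1 factor per library moves both sets alike, and the list's median log2 fold change minus that of the other raised genes was -0.44, and -0.407 with quantile normalization (-0.512 to -0.297 over 9 pairs of libraries). A stronger effect of 1 μM on interferon-stimulated genes than on most other raised genes may lie behind it, as a hypothesis found and tested in the same libraries, but most other raised genes are not the proinflammatory cytokines that the paper discusses. The LPS-raised genes of the cytokine list kept a median of 75% with 1 μM, and the difference from 65.6% was not tested. Of the 10 genes that the paper names for IL-17, Th17 and IBD, 8 were lower with 1 μM, all but Csf2 and Il18. These 8 kept 52.7% to 65.1% of their LPS level. A call needs a fall of more than 1.5-fold, so the top of this range was limited in advance. The range leaves out Csf2 and Il18 and is a share of the level, not of the response. It therefore cannot be set against the median of the interferon-stimulated genes. No adaptor was tested separately in these libraries.

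LPS lowered 76.5% of the genes it changed. With median-ratio scaling this share was 52.17%, but such scaling sets the median change to 0, so scaling and a fall of many transcripts cannot be told apart without a spike-in. A larger share held by the 10 most abundant genes does not account for it. They held 17.61% of TPM in the highest LPS library and 20.76% in the lowest control library. Raised genes outside the 10 most abundant were not tested, so a shift of the RNA toward raised genes is not excluded. A wider fall of transcripts in LPS-treated macrophages stays open.

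Of 31 immediate early genes, 25 were higher and 0 lower with 10 μM cpTLR-i than in control. LPS alone raised 12 and lowered 7 of the 31 against control. Of 37 integrated stress response genes, 15 were higher and 4 lower with 10 μM than in control (limma's camera, adjusted p = 3.8e-08, and adjusted p = 0.0186 with an estimated correlation), and the list holds Gdf15, which the paper names from these samples. The count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold. With 10 μM, 170 genes were lower than in both LPS and control.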

How the results depend on the processing

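Over all settings, 2729 of 2779 values of named genes kept their direction and their side of the threshold, 27 gained a call, 23 lost it and 0 reversed. Of 4990 list tests 4795 stayed, 91 gained a call, 99 lost it and 5 reversed. Of the 99 lost calls, 69 came from the estimated correlation alone, where 131 tests stayed. The unadjusted p and no fold minimum cannot change a list test, so their 200 tests each stayed by construction. Of 456 counts 421 stayed within 1.5 times the reported count, and 83 of 100 other values moved by less than the spread between replicates. Where a result below changed, the cause was not tested, unless the setting itself tests more or fewer genes. Each setting calls its own LPS-raised and LPS-lowered genes, except the log2 scale, which uses those of the main fit. The unknown depth limits what can be said of genes near 0 FPKM.

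The median share of the LPS response that LPS-raised genes kept with 1 μM was 89.48% with TPM, 89.01% with quantile normalization, 89.04% with median-ratio scaling, 96.62% with no fold minimum, 95.79% on the log2 scale and 90.60% to 93.59% without each library. With 10 μM it was 21.72% with quantile normalization, 23.45% with median-ratio scaling, 22.86% with no fold minimum and 31.05% on the log2 scale. For LPS-lowered genes with 1 μM it was 94.31% with TPM, 95.05% with quantile normalization, 94.11% with median-ratio scaling, 90.01% with no fold minimum, 89.04% on the log2 scale and 92.35% to 93.12% without each library, and with 10 μM 47.59% on the log2 scale.

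With a pseudocount of 1, 17 genes were higher with 1 μM than with LPS, 1251 higher with 10 μM than with 1 μM, and 1322 lower with 10 μM than in control. Quantile normalization gave 2408 genes lower with LPS, 37 higher with 1 μM, 1640 higher with 10 μM than with LPS, and 1350 lower with 10 μM than in control. Median-ratio scaling gave 2094 higher and 2284 lower with LPS, 1618 higher with 10 μM than with LPS, 1281 lower with 10 μM than in control, and 107 LPS-raised genes lower with 1 μM. With no fold minimum, 2209 genes were higher and 8439 lower with LPS, 1803 and 537 with 1 μM, 6917 and 2174 with 10 μM against LPS, 6118 and 2234 against 1 μM, and 2677 and 6119 against control. Of the LPS-raised genes, 433 were then lower with 1 μM and 1572 with 10 μM, and 1610 genes were higher with 10 μM than in LPS and control.

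The IL-17 list with 1 μM passed the test with a pseudocount of 1 (adjusted p = 0.0477), with at least 1 FPKM in 3 libraries (0.0405), with only the 2 groups compared (0.0281) and with a replicate block (0.0499), and was at 0.0419 to 0.144 without each library. The NF-κB list with 1 μM did not pass with no filter (0.0553). With an estimated correlation, the lists for IBD (0.161), TLR (0.296) and NF-κB (0.296) did not pass with 1 μM, nor did IL-17 (0.0968), Th17 (0.325), IBD (0.0687), TLR (0.0968) and NF-κB (0.0649) with 10 μM. Ribosomal proteins reversed with median-ratio scaling between LPS and control (1.35e-05), between 10 μM and LPS (0.0156) and between 10 μM and 1 μM (0.0274), and with quantile normalization between 10 μM and control (0.00173). Oxidative phosphorylation reversed with median-ratio scaling between LPS and control (0.00161).

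The replicate block, with the replicate number as a term, gave 1359 higher and 4411 lower genes with LPS, 62 and 74 with 1 μM, and 2651 and 1163 with 10 μM. After group means were removed, libraries of the same number had correlations of -0.165 to 0.153, and 3 of 12 libraries were closest to their own number. DESeq2 was not run, since the file holds no read counts.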

Differences from the paper's values

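No value that could be read for the same measure in the paper differed by more than 1.5 times. For Id1, the paper's bars in Supplementary Figure S4 are at about 1.2 with LPS and about 9.2 with cpTLR-i, read by eye, and the means here were 1.14 ± 0.0791 and 9.19 ± 0.541 FPKM (SD, n = 3).

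The paper states a dose-dependent restraint of 10 genes of IL-17 signaling, Th17 differentiation and IBD. Of the 10, 8 were lower at each step from LPS to 1 μM and from 1 μM to 10 μM, and all 10 were lower with 10 μM than with LPS alone and than with 1 μM. The exceptions to these calls were at the first step, where the log2 fold change was 0.41 for Csf2 and -0.24 for Il18. With no fold minimum Il18 was called lower at this step (adjusted p = 0.025 from limma), and no setting that was run called Csf2 lower. Il18 was at 5.82 FPKM in control, 10.3 with LPS and 8.66 with 1 μM. A fall of 1.5-fold from its LPS level would need the loss of most of its rise with LPS. Its missing call therefore does not show that its induction was spared.

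The paper states that most genes changed by cpTLR-i belong to inflammatory signaling downstream of TLRs. The lists used here cannot test this with 10 μM, since the 8 lists of such signaling hold 363 tested genes, while 3812 genes were called with 10 μM, of which 187 are on them. Of the 240 genes tested on the TLR, NF-κB and MAPK lists, 48.8% were called with 10 μM, against 31.0% of all genes, and 5% with 1 μM, against 1.12%. Of the 138 genes called with 1 μM, 26 (18.8%) are on the 8 lists. With 10 μM against LPS, 36 genes of the TLR list were lower and 11 higher, of the NF-κB list 31 and 8, and of the MAPK list 28 and 37. The lists are not the pathway sets of the paper, which were not used here.

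The paper states that 1 μM cpTLR-i did not affect LPS induction of IL-10 and IFN-β and that 10 μM attenuated it (Figure 1I). It also states that MyD88-independent type I interferon responses were relatively less sensitive to the peptide. Its Figure 1I shows secreted protein, while the values here are RNA after 2 h of LPS. Ifnb1 was lower with 1 μM than with LPS alone (log2 fold change -0.63, standard error 0.11, adjusted p = 0.0017 from limma), and all 25 settings that were run called it lower (log2 fold change -0.59 to -0.70). Il10 was not called with 1 μM (log2 fold change 0.16, adjusted p = 0.41), and both genes were lower with 10 μM (log2 fold change -6.05 and -3.06). Of 66 interferon-stimulated genes, 18 were lower with 1 μM. The 63 that LPS raised kept a median of 65.6% of the LPS response, against 93.5% for the other raised genes, most of which are not the cytokine genes named by the paper. Of the 10 genes named for IL-17, Th17 and IBD, the 8 lower with 1 μM kept 52.7% to 65.1% of their LPS level. The 1.5-fold call limits this range in advance, so it cannot be set against the 65.6%. Csf2 and Il18 were not called lower.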

Other observations

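Of 31 immediate early genes, 8 were higher and 0 lower with 1 μM than with LPS alone (limma's camera, adjusted p = 0.0029, and adjusted p = 0.423 with an estimated correlation). With 10 μM, 18 were higher and 1 lower than with LPS alone (adjusted p = 0.14, with 0.00743 after median-ratio scaling, 0.0222 after quantile normalization and 0.00568 with no filter), and their share of higher genes exceeded that of all genes (one-sided Fisher's exact test, adjusted p = 2.0e-04). Against control, the 25 higher ones gave an adjusted p of 2.8e-19, and an adjusted p = 0.0269 with an estimated correlation. Plk3, a kinase gene of the stress response, was at 1.18 ± 0.0135 FPKM in control (SD, n = 3), 0.443 ± 0.0693 with LPS and 9.52 ± 1.52 with 10 μM. Klf2, a transcription factor gene, was at 6.71 ± 0.769 FPKM with LPS and 19.8 ± 3.74 with 1 μM. Of 37 genes of the integrated stress response, 22 were higher and 3 lower with 10 μM than with LPS alone (adjusted p = 0.0025, and adjusted p = 0.0968 with an estimated correlation). Chac1, a glutathione-degrading enzyme gene, was at 0.0900 ± 0.0195 FPKM with LPS and 1.78 ± 0.206 with 10 μM, and Atf4, the transcription factor gene of this response, at 43.1 ± 0.413 and 111 ± 1.80. Sesn2, also a p53 target, was at 1.04 ± 0.0788 and 6.22 ± 0.312 FPKM.

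Interferon-stimulated genes fell with 10 μM, when camera over the list of 66 gave an adjusted p of 4.0e-51 from limma, and an adjusted p = 0.0687 with an estimated correlation. With 1 μM it gave an adjusted p of 5.2e-58, and an adjusted p = 0.121 with an estimated correlation. Ifit1, an antiviral effector gene, was at 659 ± 26.0 FPKM with LPS, 429.5 ± 25.5 with 1 μM and 5.81 ± 0.515 with 10 μM, and Mx1, a GTPase gene of the same kind, at 287 ± 17.3, 188 ± 14.4 and 2.64 ± 0.131. Ifnb1, the gene of IFN-β, was listed at 0 in control, and its libraries were at 20.8, 23.7 and 22.9 FPKM with LPS, 15.1, 13.7 and 14.4 with 1 μM and 0.0388, 0.0851 and 0.163 with 10 μM. Feedback inhibitors of NF-κB had 6 higher and 17 lower genes of 27 with 10 μM (adjusted p = 5.4e-09, and adjusted p = 0.0707 with an estimated correlation), among them Socs1, at 47.3 ± 7.17 and 1.99 ± 0.133 FPKM. Of 22 inflammasome genes, 11 were lower and 0 higher (adjusted p = 1.9e-06, and adjusted p = 0.0921 with an estimated correlation), among them Gbp5, at 401 ± 23.4 and 4.79 ± 0.439 FPKM. Of 13 genes of MHC class II and costimulation, 5 were lower and 1 higher (adjusted p = 0.0027, and adjusted p = 0.103 with an estimated correlation). The higher gene was Cd86, at 4.59 ± 0.242 FPKM with LPS and 9.82 ± 0.646 with 10 μM. The paper reports less CD86 protein on the cell surface with cpTLR-i at a later time after LPS, which is another measure. The lower genes were Cd40, Cd274, Icosl, Ciita and Cd80, the last named after its values were seen.

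The other lists are given for 10 μM against LPS. Those with an adjusted p under 0.05 were cell cycle, with 12 of 36 higher and 0 lower (adjusted p = 0.002, and adjusted p = 0.325 with an estimated correlation), lysosome, with 9 of 32 higher and 0 lower (adjusted p = 0.0033, and adjusted p = 0.483 with an estimated correlation), and p53 targets, with 12 of 20 higher and 2 lower (adjusted p = 0.012, and adjusted p = 0.137 with an estimated correlation). NRF2 targets had 4 of 26 higher and 1 lower (adjusted p = 0.04, and adjusted p = 0.325 with an estimated correlation), and dendritic cell markers 0 of 7 higher and 3 lower (adjusted p = 0.016, and adjusted p = 0.0968 with an estimated correlation). Of these 5 lists, Fisher's exact test called only p53 targets (adjusted p = 0.0021 for the share of higher genes). Cdt1, a DNA replication licensing gene, was at 6.35 ± 0.337 FPKM with LPS and 18.6 ± 0.710 with 10 μM, and Tfeb, a transcription factor gene of lysosomes, at 3.38 ± 0.0753 and 17.3 ± 0.677. Proximal TLR adaptors had 4 of 18 higher and 4 lower (adjusted p = 0.14), the unfolded protein response 3 of 25 higher and 0 lower (adjusted p = 0.44), and heat shock 4 of 23 higher and 5 lower (adjusted p = 0.97). Metallothioneins had 1 of 6 higher and 2 lower (adjusted p = 0.42), cholesterol synthesis 3 of 24 higher and 1 lower (adjusted p = 0.42), LXR targets 3 of 11 higher and 0 lower (adjusted p = 0.54), hypoxia and glycolysis 9 of 34 higher and 2 lower (adjusted p = 0.1), and membrane repair 1 of 21 higher and 1 lower (adjusted p = 0.84). Histones had 2 of 9 higher and 0 lower (adjusted p = 0.97), markers of T, B and NK cells 1 of 5 higher and 1 lower (adjusted p = 0.42), of mast cells, basophils and eosinophils 2 of 5 higher and 2 lower (adjusted p = 0.27), of stromal cells 0 of 4 higher and 1 lower (adjusted p = 0.061), and of erythroid cells and megakaryocytes 0 of 3 higher and 1 lower (adjusted p = 0.19). Ribosomal proteins had 0 of 69 higher and 0 lower (adjusted p = 0.16), oxidative phosphorylation 0 of 54 higher and 0 lower (adjusted p = 0.32), and mitochondrially encoded genes 0 of 13 higher and 0 lower (adjusted p = 0.54). All these counts were the same when adjusted over the list alone, and every count of 0 was also 0 at an unadjusted p under 0.05 from limma with the same fold. Camera's statistic pointed down where both the median and the mean were above 0 for cholesterol synthesis, mitochondrially encoded genes and neutrophil markers. It pointed down with a median above 0 and a mean below 0 for metallothioneins, proximal TLR adaptors, markers of T, B and NK cells and those of mast cells, basophils and eosinophils, and with a median below 0 and a mean above 0 for macrophage identity. With median-ratio scaling the calls for lysosome (0.237), NRF2 targets (0.521) and dendritic cell markers (0.0583) were lost, and ribosomal proteins (0.0156) and macrophage identity (0.00415) were called down. With quantile normalization, the call for dendritic cell markers was lost (0.0526), and ribosomal proteins (1.65e-05), oxidative phosphorylation (0.00207) and hypoxia and glycolysis (0.0349) were called up. NRF2 targets were also not called with TPM (0.0571), with at least 1 FPKM in 3 libraries (0.0553), without trend (0.0805), with a replicate block (0.0504) or without 10 μM replicate 1 (0.0537). With no filter, dendritic cell markers were not called (0.0581), and ribosomal proteins (0.000713), oxidative phosphorylation (0.00529) and hypoxia and glycolysis (0.000649) were called up. Without trend, stromal cell markers were called down (0.045).

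Against control, 7 of 10 neutrophil markers were higher and 1 lower with 10 μM (adjusted p = 0.002 from limma's camera, and adjusted p = 0.145 with an estimated correlation, or 0.215 with at least 1 FPKM in 3 libraries). LPS alone raised 5 of the 10 and lowered 1, so this rise over control cannot be credited to the peptide. Elane, the neutrophil elastase gene, was at 0.324 ± 0.0700 FPKM in control and 0.987 ± 0.117 with 10 μM. Cebpa, a transcription factor gene of myeloid cells, was at 98.4 ± 7.23 FPKM in control, 5.93 ± 0.358 with LPS and 34.3 ± 1.64 with 10 μM.

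Both concentrations were compared with the same 3 LPS libraries, which ties their fold changes together. The correlation of the fold changes across genes was 0.602. It had a median of 0.511 and a highest value of 0.569 in 50 simulations with both doses unchanged. Since 3812 genes were called with 10 μM, the simulated correlation cannot serve as a measure of the part due to sharing. The covariance of the fold changes was 0.0977, against a highest value of 0.00843 in the same simulations. Genes are not independent replicates. With the 3 LPS libraries shared, the test cannot be repeated on separate LPS libraries.

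Splits of the 6 libraries of a comparison into 3 and 3 number 10, which is too few for a share under 0.05, and in each comparison the real split was the only 1 with as many called genes. Every other split mixes libraries of both groups, which adds their difference to the spread. Low counts in those splits therefore do not measure how many genes would be called without a difference. The real split gave 5760 called genes for LPS and control and the highest other split 1. For 1 μM and LPS these were 138 and 2, for 10 μM and LPS 3812 and 0, for 10 μM and 1 μM 3078 and 0, and for 10 μM and control 3164 and 0.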
